# Combining chemical and genetic approaches to increase drought resistance in plants

**DOI:** 10.1038/s41467-017-01239-3

**Published:** 2017-10-30

**Authors:** Min-Jie Cao, Yu-Lu Zhang, Xue Liu, Huan Huang, X. Edward Zhou, Wen-Long Wang, Ai Zeng, Chun-Zhao Zhao, Tong Si, Jiamu Du, Wen-Wu Wu, Fu-Xing Wang, H. Eric Xu, Jian-Kang Zhu

## Abstract

Drought stress is a major threat to crop production, but effective methods to mitigate the adverse effects of drought are not available. Here, we report that adding fluorine atoms in the benzyl ring of the abscisic acid (ABA) receptor agonist AM1 optimizes its binding to ABA receptors by increasing the number of hydrogen bonds between the compound and the surrounding amino acid residues in the receptor ligand-binding pocket. The new chemicals, known as AMFs, have long-lasting effects in promoting stomatal closure and inducing the expression of stress-responsive genes. Application of AMFs or transgenic overexpression of the receptor PYL2 in *Arabidopsis* and soybean plants confers increased drought resistance. The greatest increase in drought resistance is achieved when AMFs are applied to the PYL2-overexpression transgenic plants. Our results demonstrate that the combining of potent chemicals with transgenic overexpression of an ABA receptor is very effective in helping plants combat drought stress.

## Abstract (web summary)

Plants respond to abiotic stress via the phytohormone ABA. Here, Cao et al. report a series of new ABA receptor agonists, named AMFs, which have higher receptor-binding affinities and show that, when employed in tandem with ABA receptor overexpression, can significantly increase drought resistance

## Introduction

Drought is a serious and worldwide problem for crop production^1^. Plants respond to drought stress by complex adjustments including stomatal closure and induction of drought-responsive genes, in which the phytohormone abscisic acid (ABA) plays a major role^2^. Drought stress stimulates ABA biosynthesis^3–5^. ABA binds to the PYR/PYL/RCAR (referred to as PYL hereafter) family of receptors to inhibit clade A PP2Cs (type 2C protein phosphatases), thus activating SnRK2 kinases (subfamily 2 members of SNF1-related kinases) by releasing them from inhibition by the PP2Cs^6–11^. Activated SnRK2s phosphorylate downstream effectors, such as the S-type anion channel SLAC1 and b-ZIP transcriptional factors, to trigger stomatal closure and expression of stress-responsive genes^12–15^. X-ray crystal structure analysis of PYL–ABA–PP2C complexes has further elucidated ABA perception and initial signal transduction processes^16,17^. Upon ABA binding to the pocket of PYL, a conserved tryptophan residue in the PP2C inserts into the PYL ligand-binding pocket and forms water-mediated hydrogen bonds with ABA, which locks ABA in the PYL pocket^16,17^.

The PYL receptors belong to a highly conserved ligand-binding protein superfamily containing a START domain^6,7,18^. Higher plants contain multiple PYL receptors. Based on sequence similarity, 14 PYL family members occur in *Arabidopsis thaliana*, with 11 orthologs in rice, 20 in maize, and 23 in soybean. In *Arabidopsis*, PYL receptors are divided into two groups based on the oligomeric state in ligand-free forms. PYR1 and PYL1–PYL3 are homodimers, whereas PYL4–PYL10 (except the untested PYL7) are monomers in the absence of ABA^19,20^. The monomeric PYLs can bind PP2C proteins without the involvement of ABA and may mediate ABA-independent processes in addition to ABA-triggered abiotic stress resistance^20^.

A critical function of ABA in drought response is to close stomata and thus reduce transpirational water loss. In addition, ABA induces many stress-responsive genes that contribute to osmotic adjustment, dehydration tolerance, management of reactive oxygen species, and other adaptive responses. Therefore, application of ABA could in principle increase drought resistance in crops. However, rapid catabolism and chemical instability of ABA have limited its application in the field^21,22^. Researchers have therefore searched for small compounds that function as ABA analogs but with increased chemical and/or physiological stability. Pyrabactin, a synthetic germination inhibitor, is the first artificial ABA analog, and it specifically binds to a subset of PYL receptors in *Arabidopsis* ^6^. AM1 (ABA mimic 1)^23^, also known as quinabactin^24^, is later identified as a more effective pan-agonist of PYLs. AM1, by promoting PYL–PP2C binding, not only inhibits seed germination but also increases drought resistance by reducing water loss and activating stress-responsive genes. While these effects make AM1 potentially useful for agriculture, its utility is limited because it is less potent than ABA in binding to PYL receptors and in conferring drought stress resistance in plants^23,24^.

In addition to the above-mentioned chemical methods, many researchers have investigated transgenic approaches for increasing drought resistance in plants. Overexpression of various *Arabidopsis PYL* genes and their homologs from other plants enhances drought stress resistance of transgenic plants^25,26^. However, constitutive overexpression of *PYL* genes often leads to developmental defects. For example, transgenic rice with *OsPYL5* overexpression shows reduced seed yield^27^, and over-expression of *AtPYL4* and its tomato homologs results in smaller rosettes in the transgenic *Arabidopsis* seedlings^26,28^. These results indicate that high level expression of *PYL* transgenes may need to be conditional and regulated to minimize the adverse effects of the genes while increasing drought resistance.

To search for more effective ABA analogs that could provide strong drought resistance in plants, we used a rational design approach to optimize molecules based on the AM1 backbone, i.e., we considered how to best fit the molecules into the space in the PYL ligand-binding pocket in order to maximize hydrogen bonding and other interactions between the molecules and the receptor. Here, we describe a series of novel compounds, named AMFs, in which fluorine atoms are added to the benzyl ring of the AM1 backbone. These new PYL receptor agonists greatly improve the binding affinity to PYLs and are more stable and effective than ABA or AM1 in conferring drought resistance to plants. We also report that application of AMFs to transgenic *Arabidopsis* and soybean plants with abiotic stress-inducible AtPYL2 overexpression dramatically increases drought resistance. Our results show that the combining of chemical and genetic approaches is an effective way to protect plants under drought stress.

## Results

### Protein structure-based optimization of AM1

Previous studies revealed that relative to ABA, AM1 forms fewer hydrogen bonds with residues in the PYL2 ligand-binding pocket^23,24^. ABA forms direct or water-mediated hydrogen bonds with the residues in the receptor pocket via three groups (carbonyl, hydroxyl, and carboxyl) (Fig. 1). AM1, in contrast, contains only a carbonyl and a sulfonamide that function as counterparts of ABA’s carbonyl and hydroxyl groups in forming hydrogen bonds with residues in PYL receptors; AM1 lacks a potential hydrogen-bonding site at the 4-methylphenyl to mimic the carboxylic group in ABA. The PYL2–AM1–HAB1 complex has a cavern around the 4-methylbenzyl ring, which leaves room for side-chain modifications^23^. It is thus possible that the binding affinity of AM1 for PYL2 may be increased by introducing hydrogen bond connections at the 4-methylbenzyl ring. We therefore added one, two, and four fluorine atoms in the ortho- and/or meta-positions in the 4-methylphenyl ring. The newly designed molecules were predicted to better occupy the PYL2 ligand-binding pocket, such that the added fluorine may act as a counterpart of ABA’s carboxylic group in forming hydrogen bonds with surrounding residues of PYL2 (Fig. 1). These structures should still maintain the hydrogen bond-mediated interaction between the carbonyl in the quinolinone group and the Trp385 of the HAB1 protein, which is critical for inhibition of PP2C activity. We named this new series of compounds AMFs (AM1 fluorine derivatives). We characterized in detail five AMFs in our experiments, and we refer to them as AMF1α, AMF1β, AMF2α, AMF2β, and AMF4, based on the number and position of fluorine atoms (Fig. 1). A control compound with a chloride atom in the meta-position of 4-methylbenzyl ring is referred to as AMC1β (Fig. 1).

**Fig. 1:**
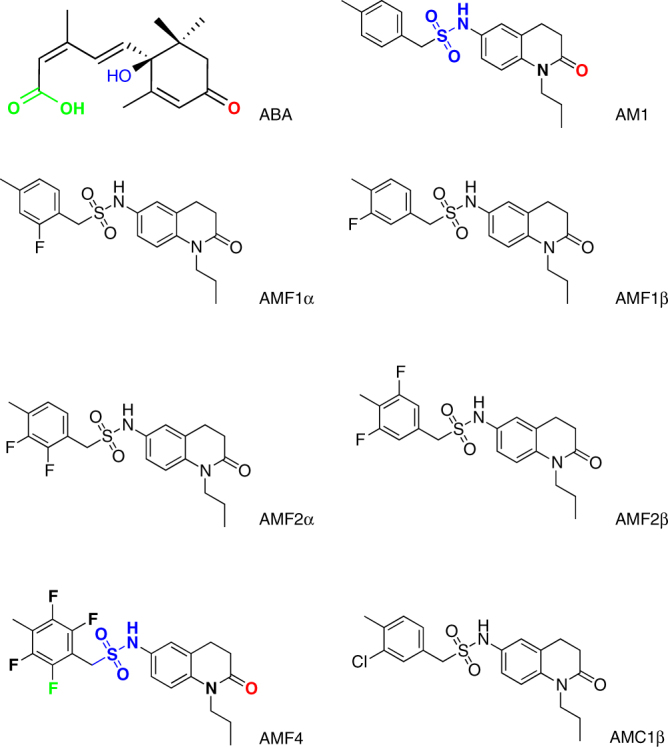
Two-dimensional chemical structure of AMFs and AMC1β. As halide derivatives of AM1, AMFs and AMC1β share a similar AM1 structural motif with one or more halogen atoms (fluorine or chloride) added in the 4-menthylphenyl tail. The three hydrogen bond-forming groups of ABA, carbonyl, hydroxyl, and carboxyl, and their counterparts in AM1 and AMF4, are highlighted in red, blue, and green, respectively

### AMFs are potent agonists and bind PYL with high affinity

The PYL-binding affinity of AMFs was assessed by the AlphaScreen assay, and the activity of AMFs was assessed by a PP2C (HAB1) phosphatase activity inhibition assay^16^. Four PYL proteins, PYR1, PYL1, PYL2, and PYL7, were used in this assay because they show ABA-dependent binding to HAB1 and are thus suitable for the assay. Dose–response curves and EC_50_ values based on the AlphaScreen assay revealed that the binding affinities to the PYL–HAB1 complexes were much greater for AMFs than for ABA, and mostly were also greater than for AM1 (Fig. 2a–d). Thus, the AMFs were more effective than ABA in promoting PYL–PP2C interactions. The binding affinities with the PYL receptors were largely correlated with the number of fluorine atoms, and the EC_50_ values were lower for AMF2α, AMF2β, and AMF4 than for AMF1α and AMF1β. The EC_50_ values also indicated that the binding affinities to the four tested PYL receptors for AMC1β were lower than for the AMFs, and were mostly also lower than for AM1, although the AMC1β binding affinities were still higher than those of ABA (Fig. 2a–d). These results suggested that chloride is less effective than fluorine in AM1 modification. We also examined the binding of some of the chemicals to two soybean PYLs, GmPYL3 and GmPYL6, which were orthologs of AtPYL1 and AtPYL2, respectively^29^. Consistent with the results obtained for *Arabidopsis* PYLs, EC_50_ values for binding to GmPYL–AtHAB1 complexes were significantly lower for all the tested AMFs than for ABA (Supplementary Fig. 1). These results indicate that PYL receptors are sufficiently conserved such that the newly designed molecules may be applicable to diverse plant species.

**Fig. 2:**
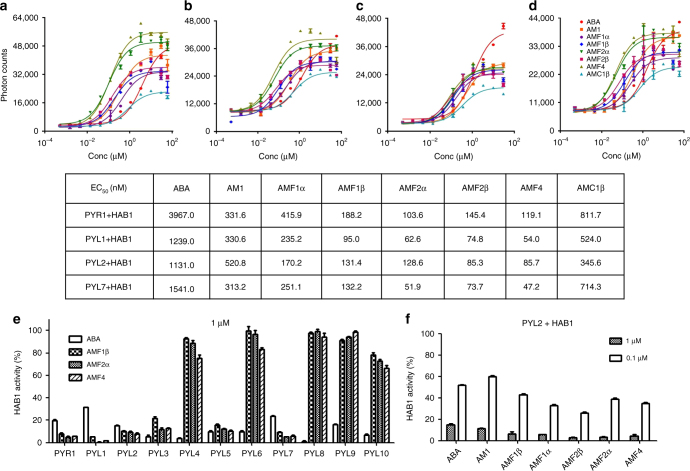
AMFs are potent PYL receptor agonists. **a**–**d** Agonist dose–response curves for AMFs and AMC1β. Dose-dependent interactions between HAB1 and PYR1 (**a**), PYL1 (**b**), PYL2 (**c**), or PYL7 (**d**) in the presence of all five AMFs, AMC1β, AM1 and (+)-ABA are determined in AlphaScreen assays. EC_50_ values for the interactions are listed below the curves (*n* = 3, error bars = SD). **e** Inhibition of HAB1 activity induced by AMFs and mediated by the 11 PYLs in phosphatase activity assays. The working concentration is 1 μM for AMF1β, AMF2α, and (+)-ABA. Values are means ± SD (*n* = 3). **f** Dose-dependent inhibition of HAB1 activity resulting from the binding of AMFs to the PYL2–HAB1 complex. The working concentrations are 1 and 0.1 μM for all five AMFs and (+)-ABA. Values are means ± SD (*n* = 3)

We selected 11 of the 14 *Arabidopsis* PYLs to compare the activities of ABA and three AMFs (AMF1β, AMF2α, and AMF4) in causing inhibition of HAB1 activity (Fig. 2e). As expected, ABA bound to all 11 of the tested PYLs and inhibited HAB1 activity at 1 μM concentration. The HAB1 inhibition was greater with AMF1β and AMF2α than with ABA when bound to PYR1, PYL1, PYL2, or PYL7, but was equivalent or slightly less than with ABA when bound to PYL3 or PYL5. AMF4 caused a strong inhibition of HAB1 when bound to PYR1, PYL1, PYL2, PYL3, PYL5, or PYL7. AMF4 also caused HAB1 inhibition when bound to PYL4, PYL6, or PYL10, although the inhibition was much less than that caused by ABA. AMF1β and AMF2α also slightly inhibited HAB1 when bound to PYL10. AMF4 did not significantly inhibit HAB1 in the presence of PYL8 or PYL9, and AMF1β and AMF2α did not inhibit HAB1 in the presence of PYL4, PYL6, PYL8, or PYL9 (Fig. 2e). PYL2–HAB1 and the AMFs interacted in a dose-dependent manner, with greater AMF-mediated inhibition of HAB1 activity at 1 μM than 0.1 μM. In all cases, inhibition of HAB1 activity was greater by AMF than by ABA or AM1 at equivalent concentrations (Fig. 2f).

### Structures of PYL2–AMF–HAB1

Analysis of the crystal structure of the PYL2–AM1–HAB1 complex revealed that AM1 bound to the ligand-binding pocket in PYL2 via hydrogen bonds, causing closure of the “gate-latch” structure^23^. The conserved tryptophan (Trp385) residue in HAB1 further secured this “gate-latch” mechanism^23^ (Fig. 3a). To elucidate how AMFs stimulate PYL–PP2C interactions, we compared the crystal structures of PYL2–AMFs–HAB1 complexes (Fig. 3b and Supplementary Fig. 2b–f) with those of PYL2–AM1–HAB1^23^ (Fig. 3a) and PYL2–ABA–HAB1 complexes (Supplementary Fig. 2a) at 2.3- to 2.6-Å resolution (Supplementary Table 2). PYL2–AMFs–HAB1 and PYL2–AM1–HAB1 shared a similar structural motif. The fluorous benzyl group, sulfonamide link and di-hydro quinolinone ring of AMFs fitted snugly into the hydrophobic pocket of PYL2 (Fig. 3 and Supplementary Fig. 2c–f). For AMF2α (Supplementary Fig. 2d) and AMF4 (Fig. 3b), fluorine atoms in the ortho-position of the 4-methylbenzyl ring formed an extra hydrogen bond with the Asn173 residue, which also formed water-mediated hydrogen bonds with the carboxylic group of ABA in the PYL2–ABA–HAB1 complex (Supplementary Fig. 2a). Asn173 is critical in ABA–PYL2 interaction^16^, and our data show that when Asn173 was substituted with Ala, PYL2 (N173A) and HAB1 interactions in the presence of all the AMF and AMC1β compounds were nearly abolished (Supplementary Fig. 3). The relatively weak hydrogen bonds between the sulfonamide group and the surrounding residues in the PYL2-binding pocket of the PYL2–AM1–HAB1 complex were strengthened in PYL2–AMF/AMC1β–HAB1 complexes. The lengths of hydrogen bonds between sulfonamide nitrogen in AMF/AMC1β compounds and Glu98 were reduced to 2.8–2.9 Å, compared to 3.5 Å in the PYL2–AM1–HAB1 complex. Further, the weak bond (3.6 Å) between sulfonyl oxygen and Lys64 in the PYL2–AM1–HAB1 complex was absent in PYL2–AMFs–HAB1 and PYL2–AMC1β–HAB1 complexes. Instead, new hydrogen bonds were formed between the sulfonyl oxygen and nitrogen atoms on the charged side chains of the Arg83 residue (Fig. 3b and Supplementary Fig. 2b–f), indicating that the introduced fluorines in the 4-methylbenzyl ring also caused steric hindrance to enable the compounds to fit more snugly into the hydrophobic cavern of PYL2. This steric hindrance may also weaken the water-mediated hydrogen bond between sulfonyl oxygen and Asn173 in PYL2–AMF1β–HAB1 (Supplementary Fig. 2c). Introduction of fluorine atoms into the 4-methylbenyl group thus led to the formation of more or stronger hydrogen bonds between AMFs and the PYL2 pocket than between AM1 and the PYL2 pocket, resulting in much higher PYL2-binding affinities for the AMFs (Fig. 2c). There was a direct relationship between the number of fluorine atoms in these compounds, especially in the ortho-position of the 4-methylbenyl ring, and the number of direct hydrogen bonds formed. This relationship helped explain the positive correlation between fluorine number and PYL2–HAB1 complex-binding affinity shown in Fig. 2a–d. The water-mediated hydrogen bonds between the carbonyl oxygen of the di-hydro quinolinone ring and the Trp385 residue of HAB1 were presumably important for the closure of the “gate-latch-lock” structure in all PYL2–AMF–HAB1 complexes (Fig. 3 and Supplementary Fig. 2c–f).

**Fig. 3:**
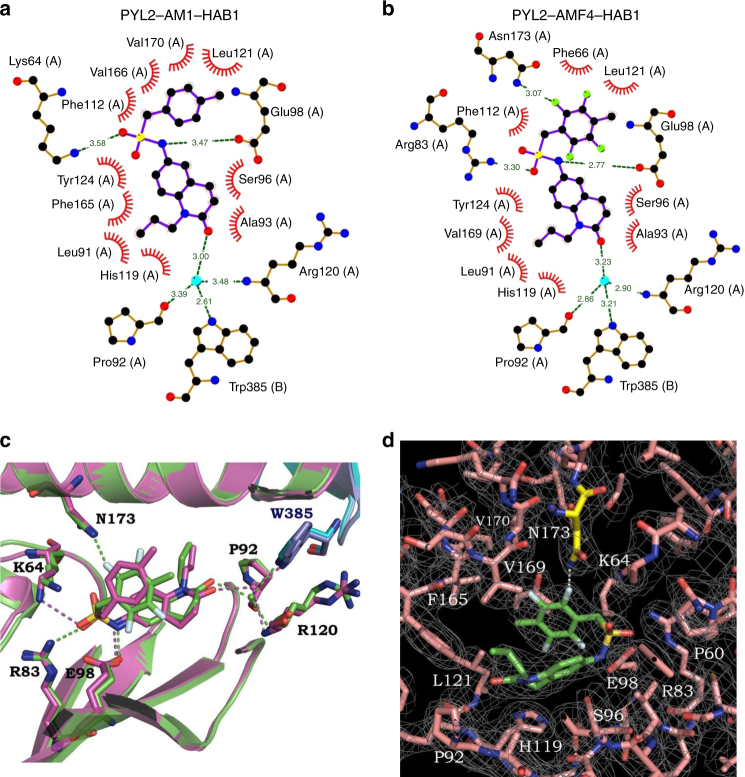
Structural comparison of AM1 and AMF4 within the PYL2–HAB1 complex. **a**, **b** Two-dimensional structural schematics of interactions between AM1 (**a**) or AMF4 (**b**) and residues in the PYL2 ligand-binding pocket (A) or in HAB1 (B). The schematics show an increase in the number of hydrogen bonds (dashed lines) between the fluorine atoms (green-filled circles) of AMF4 and the nitrogen atoms (blue-filled circles) of the Asn173 residue in the PYL2-binding pocket. Red-, yellow-, blue-, and turquoise-filled circles represent oxygen atoms, sulfur atoms, nitrogen atoms and water molecules, respectively. The number represents the distance (Å) between two atoms/molecules. The PYL2–AM1–HAB1 schematic model is from previously published paper^23^. **c** Overlay of three-dimensional structural schematics of AM1 (purple) with AMF4 (green) in the PYL2-binding pocket, with hydrogen bonds (dashed lines) and water molecules (filled circles) for AM1 and AMF4 in purple and green colors, respectively. **d** A 2*F*_o_–2*F*_c_ electron density map of bound AMF4 and its surrounding residues contoured at 1.0*σ*. N173 of PYL2 is highlighted in yellow and the white dotted line represents the hydrogen bond between the fluorine atom of AMF4 and N173 of PYL2

### AMFs activate the expression of ABA-responsive genes

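RNA from 3-week-old Col-0 plants was sequenced on a HiSeq2500 instrument. The plants had been sprayed with 10 μM ABA, with 10 μM of AMF1β or AMF4, which carry fluorine atoms on the benzyl ring of the ABA agonist AM1, or with the solvent DMSO at 0.05%. Collected after 6 h were 3 libraries for each of the 4 treatments. The libraries collected after 24 h numbered 3 for DMSO, 3 for ABA, 3 for AMF1β and 2 for AMF4. Those collected after 72 h numbered 1 for DMSO, 1 for ABA, 2 for AMF1β and 2 for AMF4. The methods of the paper state duplicate biological replicates and do not say which libraries these were, so all 29 libraries were used. The authors aligned the reads to TAIR10 with TopHat and deposited FPKM values made with Cufflinks.
The paper gives 10 M reads per sample, and FPKM values hold no read totals. Relative depth was therefore estimated from the steps between low values, scaled to the median library. It ran from 0.538 to 1.28 for DMSO at 6 h, from 0.983 to 1.43 for ABA, from 1.24 to 1.96 for AMF1β and from 0.457 to 1.17 for AMF4 at that time. At 24 h it ran from 0.816 to 1.01 for DMSO, from 0.816 to 1.18 for ABA, from 0.882 to 1.11 for AMF1β and from 0.941 to 1.15 for AMF4. At 72 h it was 1.08 for DMSO and 0.850 for ABA, and ran from 0.983 to 1.00 for AMF1β and from 0.718 to 0.839 for AMF4. AMF4 6 h replicate 1 was the library with the lowest relative depth, and it listed 21835 genes at 1 FPKM or more where the other 28 libraries listed 16265 to 16872.
Values were compared as log2(FPKM + 1) with limma over the 18521 genes at 1 FPKM or more in at least 2 libraries, with 12 groups that share one estimate of the spread. Every fold change is on that scale, which understates the change of genes with low FPKM. A DEG had an adjusted p under 0.05 and a fold change above 2 or below 0.5. The lone DMSO and ABA libraries at 72 h are assumed to vary like the other groups. Lists of genes were tested with camera, at a preset correlation between genes of 0.01 and again with an estimated correlation. The thresholds, the lists and the alternatives, apart from those said to be chosen later, were set before the data were examined.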

To characterize AMF effects in *Arabidopsis*, we used RNA sequencing (RNA-seq) to profile the transcriptomes of 3-week-old plants treated with 10 μM ABA, AMF1β, AMF4, or DMSO (control). RNA samples were isolated before treatment and 6, 24, or 72 h post treatment. Col-0 wild-type and p*RD29a-PYL2* transgenic plants with drought-inducible overexpression of *PYL2* were also used for RNA-seq. In the analysis, differentially expressed genes (DEGs) were those with fold change >2 or <0.5 compared with the DMSO control sample. The results showed that at 6 h post treatment, 1238 of the 1649 (75%) DEGs in response to ABA in Col-0 wild-type plants were also DEGs in response to AMF1β or AMF4, and that 981 of the 1649 genes (59%) of the DEGs were responsive to both AMF1β and AMF4 (Fig. 4a). 

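At 6 h, genes that restrain ABA signalling, genes that protect cells during drying and genes that break down ABA rose with each of the 3 compounds. HAI1 (AT5G59220), a clade A protein phosphatase 2C (PP2C) that restrains ABA signalling, rose from a mean of 4.00 ± 2.95 FPKM (SD, n = 3) with DMSO to 76.1 ± 26.8 with ABA, 33.8 ± 17.5 with AMF1β and 63.4 ± 23.3 with AMF4 (SD, n = 3 each). These are log2 fold changes of 4.06, 2.85 and 3.79 (SE 0.42 each, adjusted p at most 9.44e-05 from limma). Of the 7 measured clade A PP2C genes, 6 were higher with ABA, 6 with AMF1β and 7 with AMF4, and the counts were the same adjusted over the list alone. LEA7 (AT1G52690), a late embryogenesis abundant (LEA) protein, rose from 1.14 ± 0.796 FPKM with DMSO to 48.1 ± 20.8 with ABA, 49.8 ± 14.1 with AMF1β and 97.2 ± 37.0 with AMF4 (SD, n = 3 each).
Of 10 LEA genes, 5 were higher with ABA, 5 with AMF1β and 7 with AMF4, and the same numbers were higher adjusted over the list alone. Of 13 dehydration and cold marker genes, 8, 9 and 10 were higher with the respective compounds, also adjusted over the list alone. RD29B (AT5G52300), a marker of this list, rose by log2 fold changes of 4.80 with ABA, 2.45 with AMF1β and 3.45 with AMF4 (SE 0.44 each, adjusted p at most 0.000561 from limma). Of 19 ABA-related transcription regulators, 12, 12 and 15 were higher (12, 13 and 15 adjusted over the list alone). Among them RD26 (AT4G27410), a NAC transcription factor, had log2 fold changes of 2.78, 2.22 and 2.42. The list of ABA catabolism held 5 measured genes, of which 4, 4 and 5 were higher (the same adjusted over the list alone). CYP707A2 (AT2G29090), an ABA hydroxylase, rose by log2 fold changes of 2.60, 2.25 and 2.55. Of 11 genes of senescence and chlorophyll breakdown, 9, 8 and 8 were higher (9, 8 and 9 adjusted over the list alone), among them NAP (AT1G69490), a NAC factor of leaf senescence, with log2 fold changes of 2.02, 2.16 and 2.45. No measured member of these 6 lists was lower. In camera all 6 lists were higher with each compound at the preset correlation (adjusted p at most 8.34e-05). With an estimated correlation they passed with ABA (adjusted p at most 0.0286), and missed the threshold with AMF1β (adjusted p = 0.0556 with an estimated correlation). With AMF4 the LEA list passed (adjusted p = 0.0451 with an estimated correlation) and the other 5 lay between 0.0502 and 0.0537.
Some genes of ABA receptors fell. Of 8 measured receptor genes, 3 were lower with ABA, 2 with AMF1β and 2 with AMF4, none was higher, and the counts were the same adjusted over the list alone. The list passed camera with ABA (adjusted p = 0.00211, and adjusted p = 0.056 with an estimated correlation), not with AMF1β (adjusted p = 0.0685) or AMF4 (adjusted p = 0.0737). PYL4 (AT2G38310) fell, with log2 fold changes of -2.02, -1.97 and -2.49. PYL2 (AT2G26040), counted among the lower genes, had log2 fold changes of -4.01, -3.98 and -3.95 (SE 0.92 each, adjusted p at most 0.00454 from limma). The 9 treated libraries held 0.997 to 1.94 FPKM of PYL2, and the 3 DMSO libraries 2.89 to 209. On the log2(FPKM + 1) scale PYL2 was at 7.71, 6.10 and 1.96 in DMSO replicates 1, 2 and 3, where LHY (AT1G01060), a morning gene of the circadian clock, was at 4.85, 3.54 and 0.52. In the 9 treated libraries LHY was at 0.52 to 0.99, near DMSO replicate 3. The contrast in PYL2 comes mainly from DMSO replicates 1 and 2, which also held more LHY. An effect of the compounds on PYL2 cannot be told apart from such a difference between DMSO libraries. Outside these lists, LTP4 (AT5G59310), a lipid transfer protein, rose by log2 fold changes of 5.90, 3.46 and 4.22, and EXPA8 (AT2G40610), an expansin of the cell wall, fell by log2 fold changes of -4.41, -3.77 and -3.88.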

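Most genes that changed with ABA at 6 h changed in the same direction with AMF1β or AMF4. ABA gave 1289 DEGs (688 higher and 601 lower), AMF1β 1105 (498 higher and 607 lower) and AMF4 1586 (780 higher and 806 lower) by limma. Of the 1289 DEGs of ABA, 895 (69.4%) were DEGs in the same direction with AMF1β or AMF4, and 701 (54.4%) with both, 333 higher and 368 lower. No DEG shared by a pair of compounds changed in opposite directions. ABA and AMF1β shared 348 higher and 392 lower genes, where independent lists of these sizes would share 18.5 and 19.7. ABA and AMF4 shared 423 and 433 (29.0 and 26.2 for independent lists), and AMF1β and AMF4 431 and 521 (21.0 and 26.4). Unchanged groups simulated 100 times against the same DMSO libraries gave a mean of at most 0.04 DEGs per comparison, too few to share any, and so do not measure what the shared controls add. The 3 DMSO libraries cannot be split into parts of 2 or more, so part of the excess may come from the shared controls.
Some named genes differed between the compounds at this time. PDF1.2 (AT5G44420), a plant defensin induced by jasmonate and ethylene whose near-identical copies PDF1.2b and PDF1.2c may share its reads, fell with ABA by a log2 fold change of -4.80 (SE 0.68, adjusted p = 5.2e-05 from limma). It was higher in AMF1β than in ABA by 4.28 on the log2 scale (SE 0.68, adjusted p = 0.0038 from limma). LKR (AT4G33150), an enzyme of lysine breakdown, rose with all 3 compounds, by log2 fold changes of 5.03, 2.63 and 3.23, and was lower in AMF1β than in ABA by a log2 difference of -2.40 (SE 0.41, adjusted p = 0.0057). This difference was lost without ABA replicate 3 (adjusted p = 0.061), AMF1β replicate 1 (adjusted p = 0.058) or AMF1β replicate 3 (adjusted p = 0.062). RD29B was lower in AMF1β than in ABA by a log2 difference of -2.35 (adjusted p = 0.012), which was lost without ABA replicate 1 (adjusted p = 0.075), ABA replicate 3 (adjusted p = 0.092), AMF1β replicate 1 (adjusted p = 0.072) or AMF1β replicate 3 (adjusted p = 0.11). HAI1 did not differ in the test between AMF4 and ABA (log2 difference -0.27, 95% interval -1.13 to 0.60, adjusted p = 0.75 from limma), nor between AMF4 and AMF1β (0.94, interval 0.07 to 1.80, adjusted p = 0.675).
Over all genes, 94 differed between AMF4 and ABA (56 higher and 38 lower) and 68 between AMF1β and ABA (19 higher and 49 lower). The AMF4 count was 18 without ABA replicate 1, 27 without ABA replicate 3, 62 without AMF4 replicate 2 and 364 without AMF4 replicate 3. Its split was 52 higher and 66 lower after median-of-ratios scaling and 41 higher and 70 lower after quantile normalization. The AMF1β count was 31 without ABA replicate 1, 117 without ABA replicate 2, 23 without ABA replicate 3, 30 without AMF1β replicate 1, 188 without AMF1β replicate 2 and 24 without AMF1β replicate 3. Between AMF4 and AMF1β limma called 0 genes (1357 at an unadjusted p under 0.05), and 128 without AMF4 replicate 3. AMF4 replicate 1 and DMSO replicate 3 stood apart from their groups, and with both left out, an alternative chosen after seeing the data, AMF4 had 1808 DEGs against DMSO (737 higher and 1071 lower) and 44 higher and 50 lower genes against ABA. In PYL2 and LHY, however, DMSO replicate 3 lay nearest the treated libraries. Its removal keeps DMSO replicates 1 and 2, which were less like them in these genes. AMF4 replicate 2 was kept as well, although it listed more transposable element genes above 0 than any library but AMF4 replicate 1.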

Although the total number of DEGs decreased at 3 days post treatment, more than 75% of the DEGs for ABA (228 of 302 genes) were also DEGs for AMF1β or AMF4 at that time (Fig. 4a), indicating that expression profiles were correlated between ABA and AMFs (*R* ^2^ = 0.76 for AMF1β and 0.64 for AMF4, with a cut-off false discovery rate (FDR)<0.05) (Supplementary Fig. 4). 

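UGT74E2 and DOGT1, genes of glucosyltransferases, rose with AMF1β and AMF4 at 72 h against the single DMSO library. Both were also higher with AMF4 than in the single ABA library, by smaller log2 differences than against DMSO. The ABA library thus lay above that DMSO library in both genes. Between AMF1β and ABA limma called no gene at this time. The comparisons with DMSO therefore do not show a rise particular to the AMFs. UGT74E2 (AT1G05680), which glucosylates the auxin indole-3-butyric acid, was at 0.722 FPKM in the 1 DMSO library, at 94.0 ± 66.7 with AMF1β and at 129 ± 15.4 with AMF4 (SD, n = 2 each). It rose by a log2 fold change of 6.23 with AMF4 (SE 0.86, adjusted p = 0.000837 from limma) and of 5.58 with AMF1β (SE 0.86, adjusted p = 0.0195), the latter lost without AMF1β replicate 1 (adjusted p = 0.17) and with log2(FPKM + 0.1) (adjusted p = 0.078). DOGT1 (AT2G36800), a glucosyltransferase of the mycotoxin deoxynivalenol and of brassinosteroids, rose by log2 fold changes of 4.72 with AMF4 (adjusted p = 7.3e-06) and 3.23 with AMF1β (adjusted p = 0.0041).
These were the 2 DEGs of AMF1β at 72 h (764 genes at an unadjusted p under 0.05). AMF4 had 287 DEGs, 208 higher and 79 lower. ABA had 0 DEGs by limma, with 338 genes at an unadjusted p under 0.05, so no DEG of ABA could be shared with the AMFs at this time. AMF1β and AMF4 shared the 2 genes, where independent lists would share 0.0225. Simulated unchanged groups gave a mean of 0.12 DEGs per comparison, too few to measure a shared count, and the overlap may come in part from the single DMSO library. Without AMF4 replicate 1 the AMF4 count was 55, and without AMF1β replicate 2 the AMF1β count was 26.
Across the DEGs of each AMF, log2 fold changes were compared with those of ABA; genes are not independent replicates, and no p is given. At 6 h Spearman's rho was 0.902 for AMF1β and 0.884 for AMF4, and Pearson's r 0.936 and 0.897. Unchanged groups simulated against the same DMSO libraries gave a mean rho of 0.471 and 0.475 (highest 0.533 and 0.531). The covariance was 2.49 for AMF1β and 2.23 for AMF4, beside 0.0524 and 0.0589 in the simulations. At 72 h, over the 287 DEGs of AMF4, rho was 0.596 and r 0.697, and 88.2% of the genes had the same sign with ABA, beside a simulated mean of 69.5% (highest 76.0%). The simulations do not include the choice of the 287 genes on the same single DMSO library. At each time they leave both compounds without an effect. They therefore do not give the rho that shared controls would produce where the AMF alone changes genes. The simulated rho at 72 h had a mean of 0.550 and reached 0.632, so the observed rho lay within the simulated values, while the covariance was 1.03 beside a simulated 0.125. At 24 h rho was 0.727 for AMF1β and 0.762 for AMF4, beside simulated means of 0.475 and 0.421.
The counts at 72 h depend on the controls and on the libraries that estimate the spread. Joining DMSO libraries of 24 and 72 h adds libraries and mixes time with treatment. With the DMSO libraries of 24 and 72 h together as the control, AMF1β had 324 DEGs (148 higher and 176 lower), AMF4 1063 (602 higher and 461 lower) and ABA 0, and with the 72 h libraries fitted alone AMF4 had 9 (1 higher and 8 lower).

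**Figure D1:**
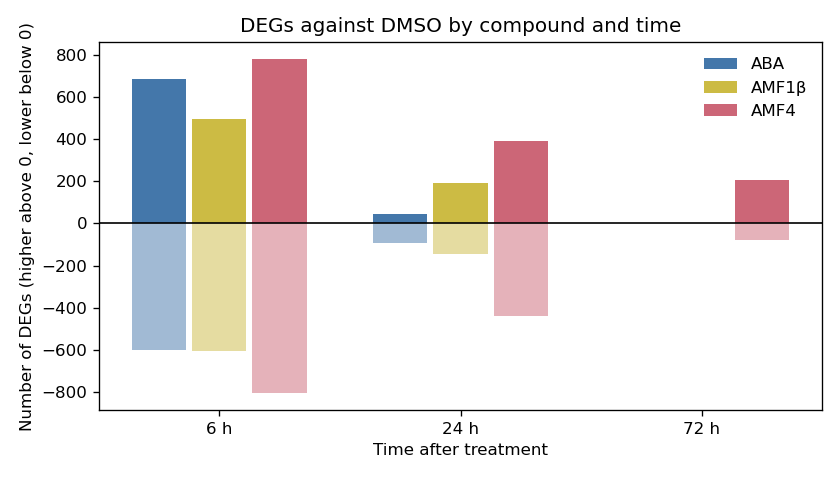
Number of DEGs against DMSO for ABA, AMF1β and AMF4 at 6, 24 and 72 h, with genes that were higher above 0 and genes that were lower below 0. At 72 h AMF4 has 287 DEGs, AMF1β 2 and ABA 0.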

Interestingly, the changes in expression persisted much longer after treatment with AMFs than with ABA. 

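At 24 h HAI1 and RD29B were higher with AMF4 than with ABA. Both calls were lost without AMF4 replicate 1, and that of HAI1 also without AMF4 replicate 2. HAI1 was at 37.8 ± 15.7 FPKM with ABA, 74.0 ± 16.8 with AMF1β (SD, n = 3 each) and 184 ± 7.57 with AMF4 (SD, n = 2) at that time, where DMSO was at 12.9 ± 4.46 (SD, n = 3). At 72 h it was at 24.7 with ABA and 14.4 with DMSO, 1 library each, and at 27.8 ± 14.2 with AMF1β and 111 ± 12.6 with AMF4 (SD, n = 2 each). RD29B was at 56.5 ± 19.3 FPKM with ABA at 6 h and at 10.3 ± 6.56 at 24 h (SD, n = 3 each), and with AMF4 at 22.9 ± 12.7 (SD, n = 3) and 84.3 ± 27.8 (SD, n = 2). The interactions of compound and time were tested after the data were seen. The change of RD29B between 6 and 24 h differed between AMF4 and ABA by 4.38 on the log2 scale (SE 0.65, adjusted p = 0.0014 for the interaction in limma), and that of HAI1 by 2.60 (SE 0.62, adjusted p = 0.028). The interaction of HAI1 was lost without ABA 6 h replicate 1 (adjusted p = 0.063) or replicate 3 (adjusted p = 0.080), ABA 24 h replicate 1 (adjusted p = 0.065) or replicate 3 (adjusted p = 0.064), AMF4 6 h replicate 2 (adjusted p = 0.055), AMF4 24 h replicate 1 (adjusted p = 0.15) or replicate 2 (adjusted p = 0.084), and with no filter on low values (adjusted p = 0.054). The change of RD26 differed by 2.19 between AMF4 and ABA (adjusted p = 0.0082), which was lost without AMF4 24 h replicate 1 (adjusted p = 0.079).
The 688 genes higher with ABA at 6 h were followed at the later times. At 24 h, 29 (4.22%) were still called higher with ABA, 122 (17.7%) with AMF1β and 207 (30.1%) with AMF4, and their median log2 fold changes were 0.14, 0.54 and 0.69. Tested directly, 115 of them were higher in AMF4 than in ABA at 24 h, and 72 in AMF1β than in ABA. At 72 h, 0 were called higher with ABA by limma (19 at an unadjusted p under 0.05), 0 with AMF1β (64 at an unadjusted p under 0.05) and 46 (6.69%) with AMF4, with median log2 fold changes of 0.22, 0.23 and 0.34. At that time 13 were higher in AMF4 than in ABA, and 0 in AMF1β than in ABA (21 at an unadjusted p under 0.05). By the interaction, the difference between AMF4 and ABA was larger at 24 h than at 6 h for 149 of the 688 genes, and that between AMF1β and ABA for 122.
These counts depend on single libraries. The 29 genes with ABA at 24 h became 14, 19 and 16 without DMSO replicates 1, 2 and 3, 11 without ABA replicate 2 and 17 without ABA replicate 3. The 122 with AMF1β became 73 without DMSO replicate 3 and 74 without AMF1β replicate 1, and the 207 with AMF4 became 101 without AMF4 replicate 1. The 115 genes higher in AMF4 than in ABA became 61 without ABA replicate 3, 19 without AMF4 replicate 1 and 56 without AMF4 replicate 2, and the 72 of AMF1β became 23 without ABA replicate 3 and 24 without AMF1β replicate 1. At 72 h the 46 genes became 15 without AMF4 replicate 1 and 29 without AMF4 replicate 2, and the 13 became 2 without AMF4 replicate 1 and 8 when ABA 6 h replicate 3 was left out. By the interaction, the 149 genes of AMF4 became 62, 240 and 67 without ABA 6 h replicates 1, 2 and 3, 98 and 89 without ABA 24 h replicates 1 and 3, 90 without AMF4 6 h replicate 2, and 30 and 82 without AMF4 24 h replicates 1 and 2. The 122 genes of AMF1β in that test became 44, 223 and 56 without ABA 6 h replicates 1, 2 and 3, 64 without ABA 24 h replicate 3, 53 and 45 without AMF1β 6 h replicates 1 and 3, and 62 without AMF1β 24 h replicate 1.
The 688 genes were chosen on the 6 h ABA libraries, which favours a fall between 6 and 24 h with ABA. It thereby also favours a larger difference at 24 h in the interaction. Over all genes that interaction was larger for 245 and smaller for 212 genes with AMF4, and larger for 177 and smaller for 28 with AMF1β. Among the 333 genes higher with all 3 compounds at 6 h, 23 were called higher with ABA at 24 h, 83 with AMF1β and 136 with AMF4, and 75 were higher in AMF4 than in ABA. This set too was chosen in part on ABA. Among the 780 genes higher with AMF4 at 6 h, a set chosen on AMF4, 28 were called higher with ABA at 24 h, 113 with AMF1β and 203 with AMF4, with median log2 fold changes of 0.09, 0.50 and 0.56, and 111 were higher in AMF4 than in ABA. At 72 h the medians of these 780 genes were 0.14 with ABA, 0.12 with AMF1β and 0.12 with AMF4, so the higher median with AMF4 at 72 h is not seen in this set, while 39 were called higher with AMF4 and 12 higher in AMF4 than in ABA.

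**Figure D2:**
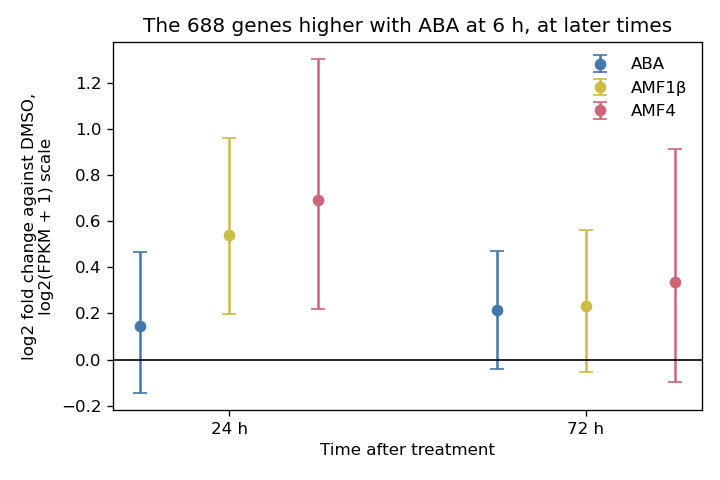
Median log2 fold change against DMSO, on the log2(FPKM + 1) scale, of the 688 genes higher with ABA at 6 h, for each compound at 24 and 72 h. Bars span the lower to the upper quartile of the genes, and at 24 h the medians are 0.14 with ABA, 0.54 with AMF1β and 0.69 with AMF4.

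**Figure D3:**
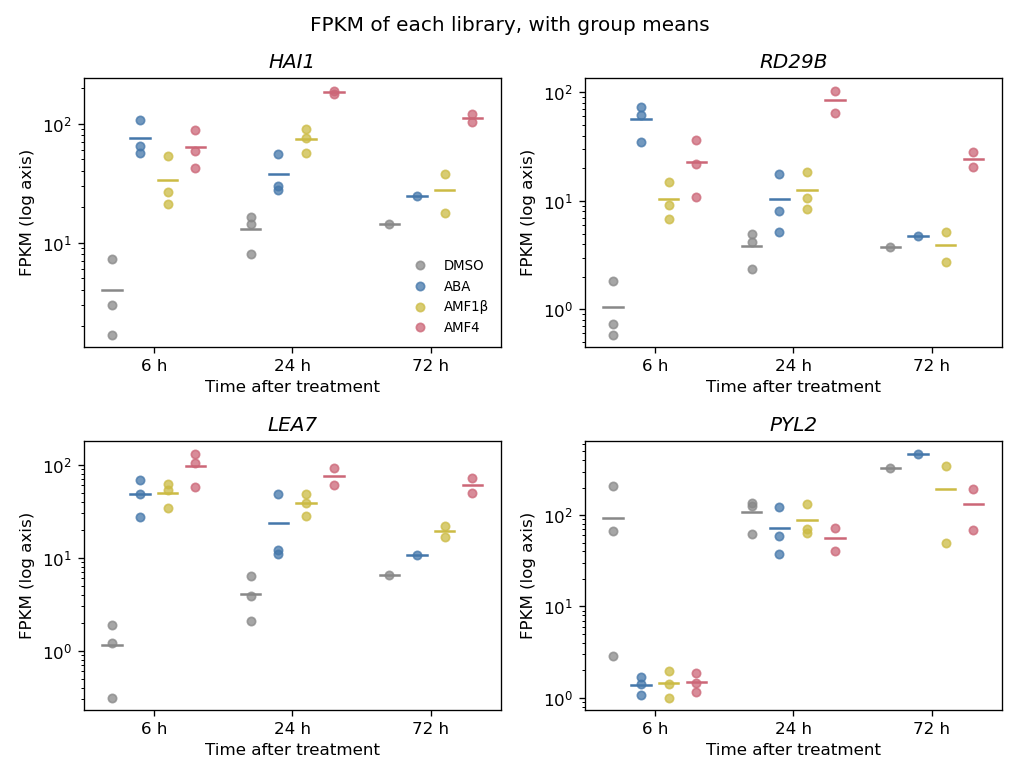
FPKM of HAI1, RD29B, LEA7 and PYL2 in each of the 29 libraries, on a log axis, by compound and time after treatment, with points for libraries and lines for group means. At 24 h HAI1 lies at a mean of 184 FPKM with AMF4 and 37.8 with ABA.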

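At 72 h, several of the fixed lists of ABA-related genes were higher with AMF4 at the preset correlation, though few single members passed over all genes. None of these lists passed camera with an estimated correlation. CYP707A2 rose by a log2 fold change of 2.89 (SE 0.34, adjusted p = 0.00013 from limma), and LEA7 by 3.01 (SE 0.70, adjusted p = 0.033), the latter lost without AMF4 replicate 1 (adjusted p = 0.19), with log2(FPKM + 0.1) (adjusted p = 0.062) and with no filter on low values (adjusted p = 0.063). Of 5 genes of ABA catabolism, 2 were higher with AMF4 (4 adjusted over the list alone). The LEA list had 2 higher members of 10 (4 adjusted over the list alone), the dehydration and cold markers 1 of 13 (5 adjusted over the list alone), and the clade A PP2Cs 1 of 7 (3 adjusted over the list alone). Of the 19 ABA-related regulators 0 were called by limma (5 adjusted over the list alone).
These lists passed camera at the preset correlation, with adjusted p = 2.5e-06 for catabolism, 0.000574 for the LEA genes and for the dehydration markers, 0.00312 for the PP2Cs and 1.29e-07 for the regulators. None did with an estimated correlation. Catabolism came to adjusted p = 0.0902 with an estimated correlation, the LEA genes to 0.168, the regulators to 0.176, and the dehydration markers and PP2Cs to 0.405. The PP2C call was also lost without AMF4 replicate 2 (adjusted p = 0.052). With ABA at 72 h, 0 genes of the catabolism list were called by limma (2 adjusted over the list alone), and the list passed camera at the preset correlation (adjusted p = 0.00437, and adjusted p = 0.317 with an estimated correlation), a call lost with the 72 h libraries fitted alone (adjusted p = 0.065). The dehydration markers passed with ABA as well (adjusted p = 0.00161, and adjusted p = 0.569 with an estimated correlation), a call lost with the DMSO libraries of 24 and 72 h together (adjusted p = 0.060). So did the PP2Cs (adjusted p = 0.0241, and adjusted p = 0.825 with an estimated correlation), a call lost with the 72 h libraries fitted alone (adjusted p = 0.062), and the regulators (adjusted p = 0.0261, and adjusted p = 0.825 with an estimated correlation). In all, 7 lists passed with ABA at 72 h (5 higher and 2 lower), and 0 with an estimated correlation. These tests set 1 ABA library against 1 DMSO library, so a difference between these libraries that is not due to ABA can pass as well. The LEA genes did not pass (adjusted p = 0.324), and 0 genes of these 4 lists were called with ABA by limma (0 adjusted over the list alone).
In direct tests between AMF4 and ABA at 72 h, CYP707A2 was higher with AMF4 by a log2 difference of 1.64 (adjusted p = 0.025, and 0.17 without AMF4 replicate 1). The regulator list was higher with AMF4 (adjusted p = 0.000543 from camera, and adjusted p = 0.623 with an estimated correlation), as were catabolism (adjusted p = 0.0016, and adjusted p = 0.306 with an estimated correlation) and the LEA genes (adjusted p = 0.0112, and adjusted p = 0.462 with an estimated correlation). The PP2Cs (adjusted p = 0.236) and the dehydration markers (adjusted p = 0.259) did not pass.
The process terms that the authors' deposited table gives for each gene were tested by Fisher's exact test among the 208 genes higher with AMF4, a test chosen after seeing the data, with the tested genes as background and 13 terms. The lowest adjusted p was that of protein metabolism, with fewer genes than the background (16, 7.69% beside 18.6%), and of the unspecific term other biological processes, with more (55, 26.4% beside 15.1%), at adjusted p = 0.000142 each. Genes with the term response to stress numbered 54 (26.0%, beside 16.9% of tested genes, adjusted p = 0.00332). Genes with the term response to abiotic or biotic stimulus numbered 46 (22.1%, beside 16.5%, adjusted p = 0.0798). Over the 285 genes that were DEGs with AMF4 and with neither ABA nor AMF1β, 63 had the term response to stress (22.1%, adjusted p = 0.0668), and the terms that passed were other biological processes with more genes than the background (adjusted p = 1.99e-05), and protein metabolism (adjusted p = 0.000381) and cell organization and biogenesis (adjusted p = 0.0202) with fewer. ABA had no DEGs at this time to test for terms. None of the 13 terms names ABA, and abiotic and biotic stimuli share a term. The test is thus too coarse to decide on the processes in the paper's gene ontology analysis.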

Gene ontology analysis revealed that ABA- and abiotic stress-related processes were still highly enriched in AMF4- but not ABA-specific DEGs at 3 days after treatment (Fig. 4a). 

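At 24 h, some genes of ABA-related regulators, LEA proteins and senescence were higher with AMF1β and AMF4, with fewer members called with ABA, while the ABA receptor list was lower with ABA and AMF4. The call of the receptor list with AMF4 was lost with an estimated correlation. Of 19 ABA-related regulators, 0 were higher with ABA by limma, 5 with AMF1β and 11 with AMF4, the same adjusted over the list alone. Of 10 LEA genes, 1 was higher with ABA, 5 with AMF1β and 7 with AMF4 (the same higher adjusted over the list alone, with 1 lower with ABA). LEA7 ranged from 10.9 to 47.9 FPKM over the 3 ABA libraries, from 27.9 to 48.3 over the 3 AMF1β libraries and from 60.2 to 91.6 over the 2 AMF4 libraries, where the 3 DMSO libraries held 2.08 to 6.31. It was the LEA gene called with ABA, a call lost without DMSO replicate 1 (adjusted p = 0.14), DMSO replicate 3 (adjusted p = 0.071) or ABA replicate 2 (adjusted p = 0.21), and with no filter on low values (adjusted p = 0.069). SEN1 (AT4G35770), a senescence-associated gene, rose by log2 fold changes of 2.71 with AMF1β (adjusted p = 0.012 from limma) and 3.32 with AMF4 (adjusted p = 0.0028, and 0.067 without AMF4 replicate 1).
The clade A PP2Cs had 1, 3 and 4 higher members of 7 (2, 3 and 4 adjusted over the list alone). HAI1 rose by a log2 fold change of 2.46 with AMF1β (SE 0.42, adjusted p = 0.0024) and of 3.79 with AMF4 (SE 0.46, adjusted p = 3.4e-05). In the catabolism list 3, 3 and 4 of 5 genes were higher, also adjusted over the list alone, and CYP707A2 rose with all 3 compounds, by log2 fold changes of 1.51, 2.13 and 3.43. Among 11 senescence genes 0, 4 and 5 were higher (2, 5 and 5 adjusted over the list alone), and among 13 dehydration and cold markers 2, 3 and 6 (2, 5 and 6 adjusted over the list alone), with 1 lower with AMF4.
In camera at the preset correlation the regulators passed with AMF1β (adjusted p = 2.65e-07) and AMF4 (adjusted p = 7.74e-11) and not with ABA (adjusted p = 0.254). The LEA genes passed with AMF1β (adjusted p = 2.28e-06) and AMF4 (adjusted p = 1.93e-09) and not with ABA (adjusted p = 0.263), and the senescence genes with AMF1β (adjusted p = 1.44e-08) and AMF4 (adjusted p = 2.67e-07) and not with ABA (adjusted p = 0.903). The PP2Cs, catabolism genes and dehydration markers passed with all 3 compounds (adjusted p at most 0.00293), and the PP2C call with ABA was lost without DMSO replicate 3 (adjusted p = 0.090). With an estimated correlation, the calls of these lists that held were the LEA and catabolism lists with AMF1β (adjusted p = 0.039 each) and AMF4 (adjusted p = 0.0138 each) and senescence with AMF1β (adjusted p = 0.039). Regulators with AMF4 came to adjusted p = 0.0578 with an estimated correlation, and with AMF1β to 0.171. Of the 8 receptor genes, 1 was lower with ABA, 1 with AMF1β and 2 with AMF4 at 24 h, the same adjusted over the list alone. The list was lower with ABA in camera (adjusted p = 2.86e-05, and adjusted p = 0.0453 with an estimated correlation) and with AMF4 (adjusted p = 0.00205, and adjusted p = 0.0661 with an estimated correlation), and did not pass with AMF1β (adjusted p = 0.0676). PYL4 was lower by log2 fold changes of -1.29 with ABA (adjusted p = 0.023), -1.43 with AMF1β (adjusted p = 0.0054) and -2.41 with AMF4 (adjusted p = 5.0e-05 from limma). Its call with ABA was lost without DMSO replicate 2 (adjusted p = 0.11) or replicate 3 (adjusted p = 0.063), or without ABA replicate 2 (adjusted p = 0.061) or replicate 3 (adjusted p = 0.14).
Over all genes ABA had 134 DEGs at 24 h (43 higher and 91 lower), AMF1β 341 (194 higher and 147 lower) and AMF4 830 (392 higher and 438 lower). Of the DEGs of ABA, 90 (67.2%) were DEGs in the same direction with AMF1β or AMF4 and 48 (35.8%) with both. ABA shared 22 higher and 29 lower genes with AMF1β, where independent lists would share 0.45 and 0.722, and 36 and 51 with AMF4 (0.91 and 2.15 for independent lists). Simulated unchanged groups gave a mean of at most 0.05 DEGs per comparison, again too few to measure a shared count. The ABA count was 82 without DMSO replicate 1, 61 without DMSO replicate 2, 55 without ABA replicate 2 and 45 without ABA replicate 3. The AMF1β count was 219 without DMSO replicate 3 and 178 without AMF1β replicate 1, and the AMF4 count 395 and 387 without AMF4 replicates 1 and 2. The 90 shared genes became 58 and 51 without DMSO replicates 1 and 2, 39 and 38 without ABA replicates 2 and 3, and 56 without AMF4 replicate 2.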

Consistent with the gene ontology analysis, a heat map of ABA- or abiotic stress-related DEGs showed that most of the genes induced by ABA in the first 6 h decreased to basal levels 1 day after ABA or AMF treatments, but that some of the genes maintained high expression levels in plants treated with AMFs (Fig. 4b). ABA- and abiotic stress-responsive genes that remained highly induced at 3 days after AMF4 but not ABA treatment included MYB60^30^, RD26^31^, HAI1^32^, RD28^33^, RD29b^34^, RAB18^35,36^, LEA4-5^37^, P5CS1^38^, NCED3^39^, SnRK3.10^40^, and MPK3^41,42^, which have been shown to function in abiotic stress resistance. These results indicated a longer lasting effect of AMF4 in the induction of genes involved in abiotic-stress resistance. 

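Of the 11 genes named here, 6 had higher and 5 had lower values with AMF4 than with DMSO at 72 h. HAI1 rose by a log2 fold change of 2.87 (SE 0.62, 95% interval 1.57 to 4.17, adjusted p = 0.023 from limma), and the call was lost without AMF4 replicate 1 (adjusted p = 0.13). RAB18 (AT5G66400), a dehydrin, rose by 2.28 (SE 0.54, 95% interval 1.16 to 3.41, adjusted p = 0.036), and the call was lost without AMF4 replicate 1 (adjusted p = 0.20) or replicate 2 (adjusted p = 0.054), and with no filter on low values (adjusted p = 0.065).
The other 4 with higher values did not pass over all genes. RD29B had a log2 fold change of 2.41 (SE 0.65, adjusted p = 0.064), LEA4-5 (AT5G06760), an LEA protein, 2.05 (SE 0.58, adjusted p = 0.076), P5CS1 (AT2G39800), an enzyme of proline synthesis, 1.97 (SE 0.82, adjusted p = 0.27), and RD26 1.19 (SE 0.42, adjusted p = 0.18). The 5 with lower values were MYB60 (AT1G08810), a guard cell transcription factor, at -1.27 (SE 0.45, adjusted p = 0.17), NCED3 (AT3G14440), an enzyme of ABA synthesis, at -1.16 (SE 0.39, adjusted p = 0.15), SnRK3.10 (AT3G23000), a protein kinase, at -1.30 (SE 0.35, adjusted p = 0.064), MPK3 (AT3G45640), a MAP kinase, at -1.30 (SE 0.45, adjusted p = 0.16), and RD28 (AT2G37180), an aquaporin, at -1.07 (SE 0.80, adjusted p = 0.59). NCED3 passed without AMF4 replicate 2 (adjusted p = 0.037) and SnRK3.10 after quantile normalization (adjusted p = 0.035), both with lower values.
Adjusted over the list alone, 6 genes were higher and 4 lower, which is not independent evidence, since the study chose the list on these samples. The list as a whole did not pass camera with AMF4 at 72 h (adjusted p = 0.253). At the preset correlation it passed at 6 h with each compound and at 24 h with AMF4. With 1 library left out these calls held, with adjusted p from camera of at most 0.0155 at 6 h and 0.00662 at 24 h. None of them held with an estimated correlation. Between AMF4 and ABA at 24 h the list also passed at the preset correlation (adjusted p at most 0.00754 from camera with 1 library left out). With ABA at 72 h, HAI1, RD29B and RAB18 had log2 fold changes of 0.74, 0.29 and 0.65 (adjusted p = 1 each). Between AMF4 and ABA at 72 h, HAI1 differed by 2.12 (95% interval 0.83 to 3.42, adjusted p = 0.11), RD29B by 2.12 (interval 0.76 to 3.48, adjusted p = 0.13) and RAB18 by 1.63 (interval 0.51 to 2.76, adjusted p = 0.15), and none of the 11 genes passed this test over all genes by limma (3 adjusted over the list alone). At 6 h the list had 5 higher and 1 lower gene with ABA, 5 and 2 with AMF1β and 5 and 1 with AMF4 (6 and 1, 5 and 2, and 5 and 1 adjusted over the list alone). At 24 h it had 1 higher with ABA, 3 higher and 1 lower with AMF1β and 6 higher and 2 lower with AMF4 (2 higher, 4 and 2, and 6 and 2 adjusted over the list alone).
With the DMSO libraries of 24 and 72 h together as the control, MYB60 was called lower at 72 h (log2 fold change -1.52, adjusted p = 0.0026), as was MPK3 (-1.22, adjusted p = 0.011), and RD29B (2.42, adjusted p = 0.0012), LEA4-5 (1.90, adjusted p = 0.0031) and P5CS1 (1.80, adjusted p = 0.034) were called higher. That control holds 3 libraries of 24 h and 1 of 72 h. It mixes time with treatment and adds libraries, so these calls may include changes between 24 and 72 h.

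**Figure D4:**
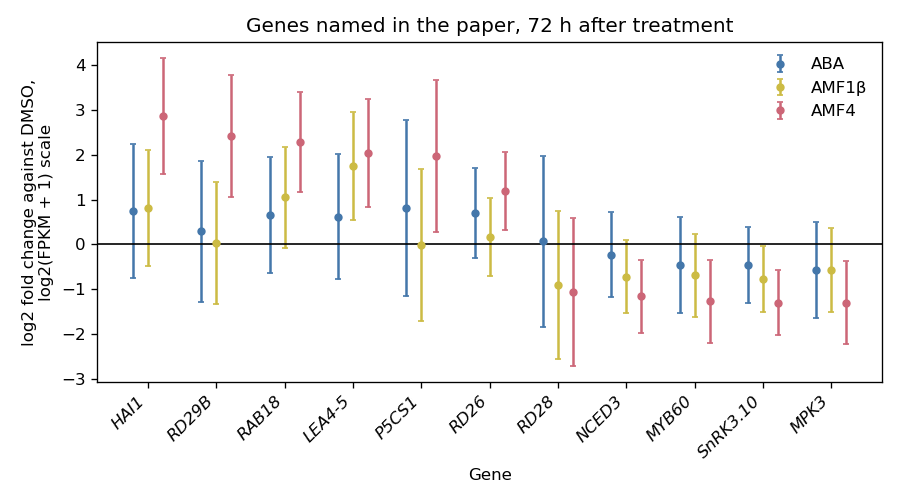
Log2 fold change against DMSO at 72 h, on the log2(FPKM + 1) scale, of the 11 genes for ABA, AMF1β and AMF4, with 95% confidence intervals from limma. With AMF4, HAI1 lies at 2.87 and RAB18 at 2.28, and MYB60, NCED3, SnRK3.10, MPK3 and RD28 lie below 0.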

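Tested directly at 24 h, genes of ABA responses were higher with AMF4 than with ABA. RD29B was higher by a log2 difference of 3.03 (SE 0.49, adjusted p = 0.0017 from limma) and HAI1 by 2.33 (SE 0.46, adjusted p = 0.0067). CYP707A2 was higher by 1.92 (SE 0.25, adjusted p = 0.00026). SIP2 (AT3G57520), an alpha-galactosidase of raffinose, was higher by 3.22 with AMF4 (SE 0.33, adjusted p = 3.29e-05) and by 1.65 with AMF1β (SE 0.30, adjusted p = 0.0046). RD29B lost its call without AMF4 replicate 1 (adjusted p = 0.060), and HAI1 without AMF4 replicate 1 (adjusted p = 0.10) or replicate 2 (adjusted p = 0.079). Of the fixed lists, 6 of 10 LEA genes, 7 of 19 regulators, 3 of 5 catabolism genes and 5 of 11 senescence genes were higher with AMF4 than with ABA (7, 8, 4 and 5 adjusted over the list alone). These 4 lists passed camera at the preset correlation (adjusted p at most 4.08e-07) and with an estimated correlation (adjusted p at most 0.0393). Of the PP2Cs 2 of 7 were higher (3 adjusted over the list alone, adjusted p = 2.88e-07 from camera, and adjusted p = 0.0845 with an estimated correlation), and of the dehydration markers 3 of 13 (5 adjusted over the list alone with 1 lower, adjusted p = 0.000116, and adjusted p = 0.163 with an estimated correlation).
Against ABA at 24 h, AMF1β had 4 higher LEA genes (4 adjusted over the list alone), 3 regulators (4 adjusted over the list alone) and 4 senescence genes (5 higher and 1 lower adjusted over the list alone). The senescence list passed camera (adjusted p = 2.27e-08, and adjusted p = 0.0717 with an estimated correlation), and so did the LEA genes (adjusted p = 4.64e-05, and adjusted p = 0.0865 with an estimated correlation) and the regulators (adjusted p = 9.57e-06, and adjusted p = 0.205 with an estimated correlation). NAP was higher with AMF1β than with ABA by 1.99 (adjusted p = 0.0023). Between AMF4 and AMF1β at 24 h no gene was called (0 by limma, 1175 at an unadjusted p under 0.05). Single left-out libraries gave 13 without AMF1β replicate 2, 3 without AMF1β replicate 3 and 1 without AMF4 replicate 1. The PP2C list was higher with AMF4 than with AMF1β in camera (adjusted p = 0.000254, and adjusted p = 0.285 with an estimated correlation).
In all, 394 genes differed between AMF4 and ABA at 24 h (256 higher and 138 lower) and 269 between AMF1β and ABA (241 higher and 28 lower). The first count was 130 higher and 72 lower without ABA replicate 3, and 89 in all without AMF4 replicate 1 and 128 without AMF4 replicate 2, and the second 150 without ABA replicate 2, 73 without ABA replicate 3, 63 without AMF1β replicate 1 and 410 without AMF1β replicate 2. At 72 h AMF4 and ABA differed in 116 genes (90 higher and 26 lower), AMF1β and ABA in 0 by limma (611 at an unadjusted p under 0.05), and AMF4 and AMF1β in 10 (7 higher and 3 lower). The 116 became 15 without AMF4 replicate 1, 227 without AMF4 replicate 2 and 0 with the 72 h libraries fitted alone. The 0 became 1 without AMF1β replicate 1 and 14 without AMF1β replicate 2, and the 10 became 65 and 3 without AMF1β replicates 1 and 2, and 3 and 80 without AMF4 replicates 1 and 2. SIP2 was higher with AMF4 than with ABA at 72 h by 2.42 (adjusted p = 0.015, and 0.11 without AMF4 replicate 1). From the terms enriched 3 days after treatment, the heat map of stress-related DEGs and the named genes, the paper concludes that the effect of AMF4 on genes of abiotic-stress resistance lasts longer.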

Consistent with this longer lasting effect of AMF4, we found that AMF4 was physiologically more stable than ABA and AM1. At 12 h after treatment, ~30% AMF4 were detected in plants, whereas only ~16% AM1 and ~4% ABA remained (Supplementary Fig. 5).

**Fig. 4:**
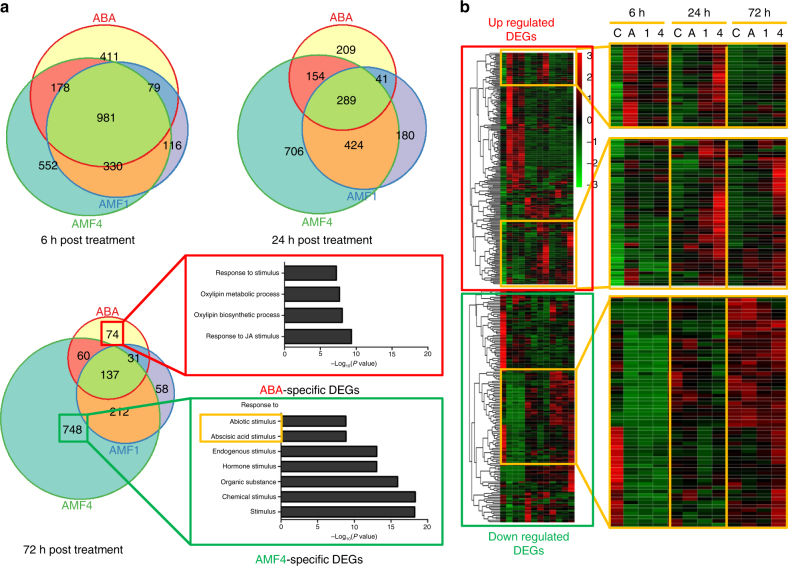
AMFs regulate ABA-responsive genes in *Arabidopsis* plants. Col-0 plants are sprayed with 10 μM (+)-ABA (ABA or A), AMF1β (AMF1 or 1), or AMF4 (AMF4 or 4) are sampled 6, 24, and 72 h post treatment, and DMSO (DMSO or C) is used as the control. Gene expression profiles are based on RNA-seq results. **a** Overlap of ABA- and AMFs-induced DEGs. AMF1β or AMF4 induce highly correlated responses at the transcript level compared with ABA. Ontology analysis of ABA- or AMF4-specific DEGs shows that some ABA- or abiotic stress-related processes are still among the most enriched biological processes (based on their *P* values) at 3 days after AMF4 treatment but not at 3 days after ABA treatment. **b** Heat map of ABA- or abiotic stress-related DEGs in Col-0 plants. DEGs are clustered based on expression profiles. Each row contains an ABA- or abiotic stress-related DEG based on gene ontology analysis. Each column represents a chemical-time combination. The DEGs showing divergent time-course response to ABA or AMFs are highlighted. The color in each cell indicates its relative expression level compared to the mean expression level in all samples of the same row according to the color bar, with red and green representing upregulated and downregulated genes, respectively

### AMFs enhance plant drought resistance

Previous reports showed that 1 μM ABA inhibited seed germination in the Col-0 wild type but less so in the *pyr1;pyl1;pyl4* triple mutant^6,23^. This observation indicated that PYR1, PYL1, and PYL4 were critical for ABA-mediated inhibition of seed germination. AM1 also inhibited seed germination^23^. Similarly, AMFs inhibited seed germination in a PYR1/PYL1/PYL4-dependent manner (Supplementary Fig. 6). Germination inhibition was greater with AMF2α and AMF4 than with AMF1β or AM1, which was consistent with their receptor-binding affinities (Fig. 2a**–**d). Simultaneous disruption of PYR1, PYL1, and PYL4 only partially abolished germination inhibition by ABA, indicating the involvement of additional PYLs in mediating the effect of ABA on germination. Despite the much lower EC_50_ values for the PYL–AMF–HAB1 interaction than for the PYL–ABA–HAB1 interaction, seed germination inhibition was greater for ABA than for AM1 and AMFs (Supplementary Fig. 6), suggesting that some PYLs that bound weakly or did not bind to AMFs contributed to ABA inhibition of seed germination. The *pyr1;pyl1;pyl4* triple mutant seeds appeared more resistant to the AMFs than to ABA (Supplementary Fig. 6), indicating that PYL4 may not be as important as PYR1 and PYL1 for inhibition of seed germination since the AMFs were not effective on stimulating PYL4 activity (Fig. 2e).

Stomatal responses and transpirational water loss can be indirectly monitored by measuring leaf surface temperature using infrared thermal imaging^43^. To minimize the effect of endogenous ABA, we used the ABA biosynthesis-defective mutant *aba2-1* for this assay^44^. Leaf temperature showed no obvious difference for all plants before treatment (Supplementary Fig. 7a–d). At 2 days after they were sprayed on plants, ABA, AM1, and the AMFs at 5 μM all increased leaf temperature compared with the DMSO control (Fig. 5a and Supplementary Fig. 7b), indicating that these compounds increased stomatal closure. Importantly, the effects of AMF2α and AMF4 persisted for 2 days longer than those of the other compounds (Fig. 5a and Supplementary Fig. 7c). We then compared the effects of spraying plants with AMF4, AMF2α, and AMF1β at 1, 2, and 5 μM. At 2 days post treatment, all plants treated with these chemicals showed an elevated temperature compared to the DMSO control (Fig. 5b and Supplementary Fig. 7e). At 4 days post treatment, plants treated with 2 and 5 μM AMF4 or 5 μM AMF2α still exhibited an elevated leaf temperature (Fig. 5b and Supplementary Fig. 7f). Together, these results showed that AMFs had a more lasting effect than ABA or AM1 in closing stomata and in reducing transpirational water loss, and that their effect was generally correlated with fluorine atom number. For soybean plants, 20 μM AMF4 also elevated leaf temperature and was more effective than ABA; as with *Arabidopsis*, the effect with soybean persisted longer for AMF4 than ABA (Fig. 5c and Supplementary Fig. 7g). In addition, the older soybean leaves appeared to be more sensitive to ABA and AMF4 than the younger leaves (Fig. 5c).

**Fig. 5:**
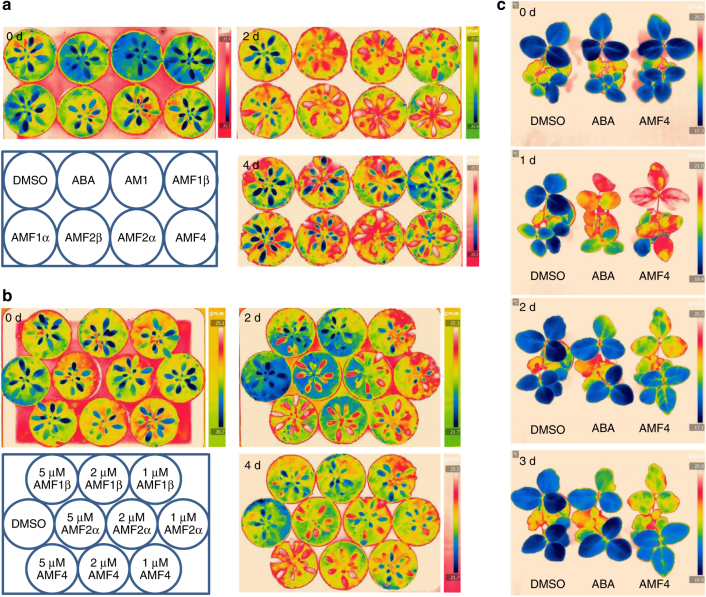
AMF sprays increase leaf temperature. **a** Leaf surface temperature is increased by treatment with AMFs. Four-week-old *Arabidopsis aba2-1* mutants are sprayed with 5 μM indicated chemical solutions, and DMSO is used as the control. Plants are photographed with an IR camera before treatment (0 days) and at 2 or 4 days after treatment. **b** AMF sprays increase leaf temperature in a dose-dependent manner. Four-week-old *Arabidopsis aba2-1* mutants are treated with corresponding chemicals at 5, 2, or 1 μM, and DMSO is used as the control. Plants are photographed with an IR camera before treatment (0 days) and at 2 or 4 days after treatment. **c** AMF4 increases soybean leaf temperature. Soybean plants are treated with 20 μM (+)-ABA or AMF4, and DMSO is used as the control. Plants are photographed with an IR camera before treatment (0 days) and at 1, 2, or 3 days after treatment

Consistent with their effects on ABA-responsive genes and leaf transpiration, treatments with AMFs also increased drought resistance in plants. Drought resistance of *Arabidopsis* Col-0 plants was greater following treatment with 10 μM AMF1β, AMF2α, or AMF4 than treatment with DMSO, ABA, or AM1 (Fig. 6a and Supplementary Fig. 8a). AMF4-treated plants were more drought resistant than AMF2α/2β-treated plants (Supplementary Fig. 8b) or AMF1β-treated plants (Fig. 6a). Soybean plants treated with 50 μM AMF4, AMF2α, or ABA were also more resistant to drought than plants treated with DMSO, and survival after drought stress was greater for AMF4-treated plants than for ABA- or AMF2α-treated plants (Fig. 6b, c). The leaf area of soybean plants was assessed after the plants were sprayed with 20 μM AMF4 or the DMSO control and were then subjected or not subjected to drought stress. Without drought stress, the AMF4 sprays did not affect soybean leaf growth (Fig. 6d). With drought stress, the soybean plants sprayed with AMF4 or DMSO control began to wilt at day 13 as indicated by decreases in their leaf areas (Fig. 6d). However, the decrease in leaf area was slower for the AMF4-treated plants, and the AMF4-treated plants but not the DMSO-treated plants recovered after rewatering on day 22 (Fig. 6d).

**Fig. 6:**
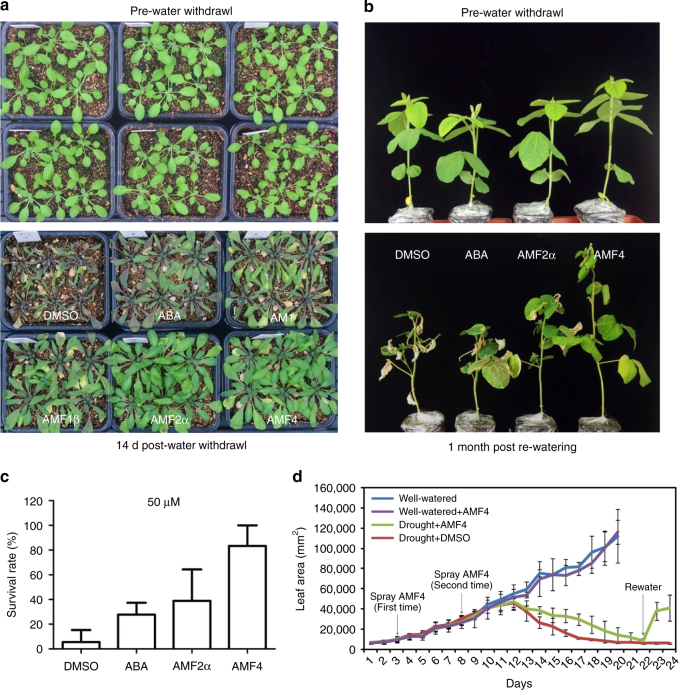
AMFs increase the drought resistance of *Arabidopsis* and soybean plants. **a** AMF treatments increase drought resistance of *Arabidopsis*. Wild-type (Col-0) plants are grown under short-day conditions for 2 weeks before watering is stopped. The plants are subsequently treated with DMSO (control), or 10 μM (+)-ABA, AM1, or AMFs once per week for another 2 weeks before watering was resumed. The plants are photographed before watering was stopped (top panel) and 14 days after watering is stopped (bottom panel). **b** AMF4 treatments increase drought resistance of soybean plants. Williams 82 soybean plants at the triple trifoliate stage are subjected to drought (watering was stopped), and then are sprayed twice at 3-days intervals with DMSO (control) or 50 μM (+)-ABA, AMF2α, or AMF4 in 1 week period before watering is resumed. The plants are photographed before watering is stopped and 1 month after watering is resumed. **c** Survival rates of plants in **b** are calculated 1 month after watering is resumed; plants are considered to have survived if they have new leaves emerging. Values are the mean survival rates from 15 individual plants per treatment, and error bars indicate SD. **d** The growth of soybean is monitored by measuring the area of all leaves. Eight-day-old Williams 82 soybean plants are subjected to drought (watering was stopped), and their leaf areas are recorded by a camera. The plants are sprayed with DMSO or AMF4 (20 μM) at 3 and 8 days after watering is stopped. For the well-watered condition, the plants are watered every 3 days. Error bars indicate the standard deviation of four biological replicates

### PYL2 overexpression enhances the effect of AMFs

PYL2 is very effective in causing PP2C inhibition when bound to the AMFs (Fig. 2e and f). We generated *Arabidopsis* and soybean transgenic lines with *AtPYL2* overexpression driven by the ABA- and drought-responsive *RD29a* promoter^34^ (p*RD29a*-*PYL2*) (Supplementary Fig. 9). The *Arabidopsis* p*RD29a*-*PYL2* transformants showed greater resistance to drought stress than the Col-0 wild type, and ABA or AMF treatment further enhanced the drought resistance phenotype (Fig. 7a and Supplementary Fig. 10). At 23 days after water withdrawal, all DMSO-treated Col-0 plants, DMSO-treated p*RD29a*-*PYL2* transformants, and 10 μM ABA-treated Col-0 appeared dead, whereas 10 μM ABA-treated p*RD29a*-*PYL2* transformants were still alive, and Col-0 and p*RD29a*-*PYL2* transformants treated with 10 μM AMF4 appeared to be in the best condition (Fig. 7a). AMF4-treated p*RD29a*-*PYL2* transformants were alive even at 28 days after water withdrawal, when all other plants had died (Fig. 7a). Similarly, p*RD29a*-*PYL2* transformants treated with 20 μM AMF1β also survived drought stress much longer than Col-0 plants treated with 20 μM AMF1β or ABA, or p*RD29a*-*PYL2* transformants treated with 20 μM ABA (Supplementary Fig. 10a). At 18 days after water withdrawal, the soil water content (g of water per 100 g of dry soil) was >20% for the AMF4-treated Col-0 plants but was <10% for ABA- and DMSO-treated Col-0 plants (Supplementary Fig. 10b). The soil water content was >25% for AMF4-treated p*RD29a*-*PYL2* transgenic plants and was >20% for ABA-treated p*RD29a*-*PYL2* transgenic plants, but was <6% for DMSO-treated p*RD29a*-*PYL2* transgenic plants, at 18 days after water withdrawal (Supplementary Fig. 10b). These results were consistent with the ABA- and AMF4-induced transpiration decreases in the treated plant leaves.

**Fig. 7:**
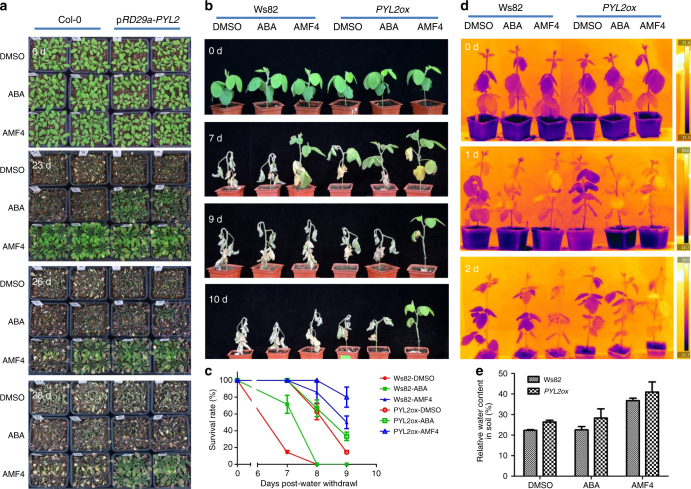
The combining of chemical and genetic approaches provides the highest drought resistance. **a** Additive effects of AMF4 and stress-induced *PYL2* expression in enhancing drought resistance in *Arabidopsis*. Wild-type plants (Col-0) and transgenic plants transformed by *Arabidopsis RD29a* promoter-driven PYL2 (p*RD29a*-*PYL2*) are grown under short-day conditions for 2 weeks before watering is stopped. The plants are subsequently treated with DMSO (control) or 10 μM (+)-ABA or AMF4 once per week for another 2 weeks. The plants are photographed before treatment (0d) and at 23, 26 or 28 days after first chemical treatment. **b**–**e** Additive effects of AMF4 and stress-induced *PYL2* expression in enhancing drought resistance in soybean. **b** Wild-type (Ws82) and transgenic plants transformed by *RD29a* promoter-driven *PYL2* (*PYL2ox*) at the triple trifoliate stage are subjected to drought (watering was stopped) and are treated every 3 days with DMSO (control), 50 μM (+)-ABA, or 50 μM AMF4 for 9 days before watering is resumed. The plants are photographed before watering is stopped (0 days) and 7, 9, and 10 days after watering is stopped. **c** Survival rates are calculated daily from the 7th day until the 9th day after watering is stopped, and plants are considered to have survived if their leaves had not wilted. Values are the mean survival rates from three replicates with 15 individual plants per treatment, and error bars indicate SD. **d** Soybean plants treated with 20 μM (+)-ABA, AMF4, or DMSO (the control) are photographed with an IR camera before they are treated (0 days) and 1 or 2 days after treatment. **e** The relative soil water content in **b** is determined as the mass of water in soil/mass of oven-dry soil*100%, and values are the mean soil water content after 7 days without watering, when DMSO-treated wild-type soybean plants begin to wilt. Each combination of treatment and plant line is represented by six replicate pots, and error bars indicate SD

p*RD29a*-*AtPYL2* transgenic soybean plants were more drought resistant than the wild-type Williams 82 plants (Fig. 7b). One week after water withdrawal, most wild-type soybean plants treated with DMSO and some treated with 50 μM ABA had wilted (Fig. 7c). DMSO-treated p*RD29a*-*PYL2* transgenic soybean plants also began to wilt. However, wild-type soybean plants treated with 50 μM AMF4 or p*RD29a*-*PYL2* transgenic soybean plants treated with ABA or AMF4 remained unwilted and grew well (Fig. 7b, c). Nine days after water withdrawal, about 50% of the wild type and >80% of the p*RD29a*-*PYL2* transformants treated with 50 μM AMF4 survived, but all of the wild-type plants and most of the p*RD29a*-*PYL2* transgenic plants treated with DMSO or ABA had died (Fig. 7b, c). The strong drought resistance phenotype of the AMF4-treated p*RD29a*-*PYL2* transformants was at least partly due to reduced transpirational water loss. Although both transgenic and wild-type soybean plants had increased leaf temperatures relative to the control 1 day post-ABA or -AMF4 treatment, AMF4 had a stronger effect on the p*RD29a*-*PYL2* plants than on the wild-type plants. Two days post treatment, leaf temperature was highest for AMF4-treated p*RD29a*-*PYL2* plants (Fig. 7d). The relative water content in soil also reflected the changes in transpiration. Seven days after water withdrawal, water content was highest in the soil with AMF4-treated p*RD29a*-*PYL2* transgenic plants and was lowest in the soil with DMSO-treated wild-type soybean plants (Fig. 7e). These results demonstrated that treatment with the AMFs combined with stress-inducible overexpression of *PYL2* provided a very high level of protection for plants under drought stress.

## Discussion

In this study, we designed ABA agonists with the goal of creating compounds that more effectively increase the drought resistance of plants than the previously reported ABA agonist, AM1^23,24^. By adding fluorine atoms to the 4-methylbenyl ring of AM1, we created compounds, named AMFs, that fitted more snugly than AM1 into the ligand-binding pocket of the ABA-receptor PYL proteins and that significantly increased the ligand–receptor binding affinity due to formation of extra hydrogen bonds. Our newly designed AMFs dramatically increased drought resistance in both *Arabidopsis* and soybean when compared with ABA and AM1. A combined chemical and genetic approach using AMF treatment on plants with inducible *PYL* overexpression proved to be an even more effective way for enhancing drought resistance.

Based on the structure of PYL2–AM1–HAB1^23^, we reasoned that introducing fluorines to the 4-methylbenzyl ring of AM1 may improve the ligand-binding affinity for PYL–PP2C co-receptors. Indeed, the binding affinities of the fluorine-added compounds to the four tested *Arabidopsis* PYL receptors (PYR1, PYL1, PYL2, and PYL7) were generally one order of magnitude higher than those of ABA, and the binding affinities with the PYL receptors were largely correlated with the number of fluorine atoms. These results and results from the HAB1 activity inhibition assays indicated that the newly designed AMFs were more effective agonists of PYL receptors than AM1. AMFs also had greater binding affinities than ABA to soybean PYL receptors, which was consistent with the highly conserved nature of PYLs in higher plants^18^.

The HAB1 inhibition assays suggested that the AMFs bound with high affinities to PYR1 and PYLs 1, 2, 3, 5, and 7 but not PYLs 4, 6, 8, 9, and 10. The selectivity of AMFs for the PYLs implies that PYR1 and PYLs 1, 2, 3, 5, and 7 share certain structural features that are different in PYLs 4, 6, 8, 9, and 10. The PYL selectivity of AMFs may explain why the AMFs were less effective than ABA in seed germination inhibition and why the *pyr1;pyl1;pyl4* triple mutant is more resistant to the AMFs than to ABA. Besides PYR1 and PYL1, some other PYLs that do not bind AMFs are also important for ABA inhibition of seed germination.

The crystal structures of PYL2–AMF–HAB1 complexes indicated why the addition of halogen atoms increased the binding affinities of AMFs to PYL–HAB1 co-receptors. As shown in the PYL2–AMF2α–HAB1 and PYL2–AMF4–HAB1 complexes, a direct hydrogen bond formed between the fluorine in the ortho-position of the 4-methylbenzyl ring and the surrounding Asn173 residue. With this additional hydrogen bond, AMF2α and AMF4 contained counterparts of all three potential hydrogen bonding sites in ABA: carbonyl, hydroxyl, and carboxylic. Introducing halogens into the 4-methylbenzyl ring resulted in steric hindrance and therefore also altered existing hydrogen bonds in the PYL2–AM1–HAB1 complex, such that the weak hydrogen bond between sulfonyl oxygen and Lys64 was replaced by a stronger bond between sulfonyl oxygen and Arg83, and the hydrogen bond length between the sulfonamide nitrogen and the Glu98 residue was reduced compared to that in the PYL2–AM1–HAB1 complex. These structural changes explained well the increased binding affinities of AMFs and AMC1β compounds to the PYL–HAB1 co-receptors. In addition, the fluorine in the meta-position of the 4-methylbenzyl group also provided spatial support so that the other fluorine in ortho-position located to a proper distance and angle to approach Asn173, which was the case for AMF2α and AMF4. The lack of this spatial support can explain the missing hydrogen bond between the fluorine in the ortho-position and Asn173 in the PYL2–AMF1α–HAB1 complex. The direct hydrogen bonds between AMF/AMC1β compounds and surrounding residues of the PYL2 pocket were stronger but less flexible than the water-mediated hydrogen bonds in the PYL2–ABA–HAB1 complex, which is consistent with the highly variable binding affinities of AMF/AMC1β compounds to different PYL proteins.

Among the AMFs tested, AMF2α and AMF4 had the highest binding affinities for most of the PYL–HAB1 co-receptors in the AlphaScreen assay. These results complemented our finding that AMF2α and AMF4 were the most effective compounds in in vivo assays, i.e., the chemicals were the most effective at reducing transpiration (as indicated by infrared imaging of leaf temperature) and at increasing drought resistance in *Arabidopsis*. AMF4 was also more effective than ABA in reducing transpiration and increasing drought resistance in soybean.

This is the first report of the creation of artificial PYL ligands that are much superior to the natural one, ABA, in protecting plants from drought stress. In addition to mediating hydrogen bond formation, the fluorine atoms may also affect compound liposolubility, and the chemicals with more fluorine atoms could be more permeable across the plasma membrane^45^. More hydrogen bonds with residues in the PYL-binding pocket and potentially increased liposolubility may explain why AMF2α and AMF4 were more effective than the other AMFs in the in vivo assays.

RNA-seq results showed that gene expression profiles induced by AMF1β and AMF4 were highly correlated with that induced by ABA. Both gene ontology and heat map analyses showed that many ABA-inducible genes maintained high expression levels for much longer time in AMF4-treated plants. Our data further showed that AMF4 was more stable in plants than AM1 and ABA. The C–F bond is about 17% stronger than the C–H bond (484.9 vs. 414.5 kJ mol^−1^), which may render fluorine-containing compounds more chemically stable and perhaps more resistant to physiological oxidation in the cellular environment. It is likely that higher binding affinities for dedicated PYL receptors and increased stability together make AMFs superior to ABA in conferring drought resistance to plants. AMF-treated plants showed less transpirational water loss and were more resistant to drought than ABA-treated ones. The more persistent induction of drought-responsive genes in plants treated with AMFs would also contribute to increased drought resistance by increasing tolerance to cellular dehydration. Importantly, our results also showed that AMF4 treatment did not negatively affect plant growth under well-watered conditions.

Under conditions of environmental stress, plants rely heavily on PYLs to inhibit PP2C activity in order to activate ABA and stress-response pathways. Plants, however, have also evolved a negative feedback loop at the transcriptional level by downregulating PYL expression and upregulating PP2Cs expression to counter the prominent increase in PYL–PP2C interactions in the presence of ABA^46^. Like ABA, AMF treatment also downregulated PYL2 gene expression, which indicated that the effectiveness of these compounds may be further strengthened by increasing *PYL* expression levels under abiotic stress conditions. Thus, we managed to fine-tune the feedback regulation in plants by introducing the *AtPYL2* transgene under the control of the abiotic stress-inducible *RD29a* promoter. We chose PYL2 because pyrabactin, a reported ABA analog that induces an ABA-related phenotype only at the seed germination stage and not at the seedling or adult plant stage, was an agonist of PYR1 and PYL1 but an antagonist of PYL2^6,16^, which indicated that PYL2 was important in ABA-mediated stress resistance in seedlings and adult plants. Based on these observations, we created *AtRD29a* promoter-driven AtPYL2 overexpression lines in *Arabidopsis* and soybean. p*RD29a-PYL2* transformants showed neither growth defect nor other obvious developmental phenotypes compared with wild-type plants under normal growth conditions. Under ABA or AMF treatment, *AtPYL2* expression was upregulated, especially by AMF4, in the transgenic lines because of the *AtRD29a* promoter, while the native PYL genes were still downregulated. These results suggest that the transgenic plants may have enhanced response to ABA or exogenous agonist chemicals. In support of this possibility, transgenic lines showed greater drought resistance than wild-type plants, and this resistance was further enhanced by ABA or AMF treatments. The inhibition of leaf transpiration by AMF4 also lasted much longer in the p*RD29a*-*PYL2* transgenic soybean plants than in Ws82 wild-type soybean plants. These lasting responses would further enhance drought resistance in AMF4-treated plants. Our leaf transpiration assays and drought stress assays using transgenic and wild-type lines of *Arabidopsis* and soybean clearly showed that AMFs combined with stress-inducible *PYL2* gene overexpression greatly increased plant resistance to drought stress. Overall, our results demonstrate that the rational design of artificial ABA analogs with high PYL-binding affinities in combination with abiotic stress-inducible overexpression of PYLs will be useful for combating drought stress in plants.

## Methods

### Chemicals

All AMF and AMC1β compounds were synthesized in our laboratory. Details are provided in Supplementary Note 1 and NMR and high-resolution mass spectrometry (HRMS) data are listed below.

AMF1α: ^1^H NMR (400 MHz, CDCl_3_): *δ* 7.33 (d, *J* = 6.8 Hz, 1H), 7.09–6.92 (m, 5H), 4.35 (s, 2H), 3.88 (m, 2H), 2.86 (t, *J* = 6.4 Hz, 2H), 2.64 (m, 2H), 2.33 (s, 3H), 1.66 (m, 2H), 0.97 (t, *J* = 7.2 Hz, 3H) ppm; ^13^C NMR (101 MHz, CDCl_3_): *δ* 169.9, 159.4 (d, *J* = 247 Hz), 139.4 (d, *J* = 8 Hz), 137.0, 132.3 (d, *J* = 3.1), 131,2, 129.6, 127.9, 120.8, 119.9, 118.0 (d, *J* = 23.1 Hz), 115.8, 115.0 (d, *J* = 19.3 Hz), 50.5, 43.7, 31.6, 25.6, 20.4, 20.2, 11.2 ppm. HRMS (m/z): [M]+ calcd. for C_20_H_23_FN_2_O_3_S, 390.1413; found, 390.1424.

AMF1β: ^1^H NMR (400 MHz, CDCl_3_): *δ* 7.18 (t, *J* = 8.4 Hz, 1H), 7.06–6.94 (m, 4H), 6.75 (s, 1H), 4.29 (s, 2H), 3.89 (m, 2H), 2.88 (m, 2H), 2.65 (m, 2H), 2.27 (d, *J* = 1.2 Hz, 3H), 1.67 (m, 2H), 0.99 (t, *J* = 6.4 Hz, 3H); ^13^C NMR (101 MHz, CDCl_3_): *δ* = 169.8, 161.5 (d, *J* = 245 Hz), 137.1, 131.7 (d, *J* = 5.4 Hz), 131.3, 128.1, 127.7 (*J* = 8.0 Hz), 126.3 (d, *J* = 3.3 Hz), 125.9 (d, *J* = 16.9 Hz), 120.9, 120.0, 117.3 (d, *J* = 23.2 Hz), 115.7, 56.9, 43.7, 31.6, 25.6, 20.4, 14.4, 11.2 ppm. HRMS (m/z): [M]+ calcd. for C_20_H_23_FN_2_O_3_S, 390.1413; found, 390.1419.

AMF2α: ^1^H NMR (400 MHz, CDCl_3_): *δ* 7.09–6.92 (m, 5H), 6.79 (s, 1H), 4.42 (s, 2H), 3.89 (t, *J* = 7.6 Hz, 2H), 2.87 (t, *J* = 6.8 Hz, 2H), 2.65 (m, 2H), 2.29 (s, 3H), 1.68 (m, 2H), 0.98 (t, *J* = 7.6 Hz, 3H) ppm; ^13^C NMR (101 MHz, CDCl_3_): *δ* 169.9, 137.2, 131.2, 128.5, 128.4, 127.2, 126.2 (br), 125.9 (br), 120.9, 120.0, 115.6, 115.5, 115.4, 50.8, 43.7, 31.6, 25.5, 20.4, 14.3, 11.2 ppm. HRMS (m/z): [M]+ calcd. for C_20_H_22_F_2_N_2_O_3_S, 408.1319; found, 408.1324.

AMF2β: ^1^H NMR (400 MHz, DMSO-d6): *δ* 9.75 (s, 1H), 7.09–6.96 (m, 5H), 4.49 (s, 2H), 3.81 (t, *J* = 7.2 Hz, 2H), 2.80 (t, *J* = 6.8 Hz, 2H), 2.53 (t, in DMSO peak, 2H), 2.13 (s, 3H), 1.54 (m, 2H), 0.88 (t, *J* = 7.2 Hz, 3H) ppm; ^13^C NMR (101 MHz, DMSO-d6): *δ* 169.3, 161.0 (d, *J* = 242 Hz), 136.0, 132.9, 130.3 (t, *J* = 10.4 Hz), 127.7, 120.2, 119.5, 116.1, 114.1 (d, *J* = 27 Hz), 113.0 (t, *J* = 21.3 Hz), 56.6, 42.9, 31.7, 25.4, 20.4, 11.5, 7.2 ppm. HRMS (m/z): [M]+ calcd. for C_20_H_22_F_2_N_2_O_3_S, 408.1319; found, 408.1315.

AMF4: ^1^H NMR (400 MHz, DMSO-d6): *δ* 10.07 (s, 1H), 7.08–7.05 (m, 3H), 4.58 (s, 2H), 3.81 (t, *J* = 7.2 Hz, 2H), 2.80 (t, *J* = 6.8 Hz, 2H), 2.52 (t, in DMSO peak, 2H), 2.25 (s, 3H), 1.52 (m, 2H), 0.88 (t, *J* = 7.6 Hz, 3H) ppm; ^13^C NMR (101 MHz, CDCl_3_) *δ* 170.1, 146.1 (m), 143.7 (m), 137.0, 131.4, 127.9, 120.4, 119.5, 117.8 (t, *J* = 19.0 Hz), 115.7, 105.6 (t, *J* = 17.1 Hz), 45.9, 43.8, 31.6, 25.5, 20.4, 11.2, 7.7 ppm. HRMS (m/z): [M]+ calcd. for C_20_H_20_F_4_N_2_O_3_S, 444.1131; found, 444.1138.

AMC1β: ^1^H NMR (400 MHz, CDCl_3_): *δ* 7.39–7.32 (m, 1H), 7.25–6.88 (m, 5H), 4.28 (m, 2H), 3.89 (m, 2H), 2.86 (m, 2H), 2.66 (m, 2H), 2.32 (s, 3H), 1.67 (m, 2H), 0.99 (t, *J* = 7.2 Hz, 3H) ppm; ^13^C NMR (101 MHz, CDCl_3_): *δ* 169.9, 137.0, 136.7, 135.3, 134.6, 133.4, 131.3, 129.5, 128.1, 126.9, 120.7, 119.8, 115.7, 57.0, 43.8, 31.6, 25.6, 20.7, 20.0, 11.3 ppm. HRMS (m/z): [M]+ calcd. for C_20_H_23_ClN_2_O_3_S, 406.1119; found, 406.1128.

AM1 and (+)-ABA were obtained from Life Chemicals Inc. and A. G. Scientific, respectively. All compounds were dissolved in DMSO and stored at 100 mM.

### Protein preparation

PYR1 (residues 9–182), PYL1 (residues 36–211), and PYL2 (residues 14–188), together with full-length PYL3–PYL10 from *Arabidopsis* and with full-length GmPYL3 and GmPYL6 from soybean, were expressed in *Escherichia coli* BL21 (DE3) as recombinant fusion proteins with an H6-SUMO tag. And Biotin-labeled PP2C protein HAB1 (residues 172–511) was prepared as a recombinant fusion protein with a Biotin-MBP tag as previously described^16^. All proteins were purified following previous protocol^16^.

### AlphaScreen assay

Interactions between PYR1/PYL1/PYL2/PYL7/GmPYL3/GmPYL6 and HAB1 (PP2C) were assessed by luminescence-based AlphaScreen technology (Perkin Elmer) as previously described^16^. All reactions contained 100 nM recombinant H6-SUMO-PYL proteins bound to nickel-acceptor beads and 100 nM recombinant biotin-MBP-PP2C bound to streptavidin acceptor beads in the presence or absence of the indicated amounts of (+)-ABA, AMFs, or AMC1β compounds. For dose–response assays, the concentration of (+)-ABA and other compounds ranged from 0.5 nM to 100 μM.

### Crystallization and structure determination

To prepare the PYL2–ligand–PP2C ternary complex, we added ligand and purified PYL2 to purified HAB1 at a 5:1:1 molar ratio in the presence of 5 mM MgCl_2_. PYL2–ABA/AM1/AMF/AMC1β–HAB1 complex crystals were grown at room temperature (20 °C) in hanging drops containing 1.0 μL of the purified PYL2 protein and 1.0 μL of well solution containing one of the following: 0.1 M succinic acid and 15% PEG 3350; 0.2 M Di-sodium malonate and 20% PEG 3350; 0.2 M tri-sodium citrate and 20% PEG 3350; or 0.2 M magnesium formate and 20% PEG 3350. All crystals appeared within 1 day and grew to a dimension of 100–120 μm within 3–4 days. Crystals were flash frozen in liquid nitrogen. All diffraction data were collected at 100 K using an X-ray beam at BL17U beamline at the Shanghai Synchrotron Radiation Facilities^47^. The observed reflections were reduced, merged, and scaled with DENZO and SCALEPACK in the HKL2000 package. Molecular replacement was performed using the Collaborative Computational Project 4 program Phaser; Programs O and Coot were used to manually fit the protein model. Model refinement was performed with CNS and the CCP4 program Refmac5. The two-dimensional schematic was created with LigPlot software from the EMBL-EBL homepage. The statistics of data collection and the model refinement are summarized in Supplementary Table 2.

### Site-directed mutagenesis

Site-directed mutagenesis was carried out following the QuickChange method (Stratagene). PYL2 (residues 14–188) was mutated to PYL2 (residues 14–188, N173A) using PCR with the primer pair ASNTA FP and RP whose sequences are shown in Supplementary Table 1 and the mutation was confirmed by sequencing.

### Plants materials and growth conditions

*A. thaliana* ecotype Columbia-0 (Col-0) and the PYL triple mutant (*pyr1;pyl1;pyl4*, Col-0 background) used in germination assays were grown on half-strength MS (Murashige and Skoog) solid medium containing 1% sucrose in an environment-controlled chamber at 22 °C with a photosynthetically active radiation of 75 µmol m^−2^ s^−1^ and a 16-h light/8-h dark photoperiod. Col-0, the ABA-deficient mutant *aba2-1*, and the p*RD29a-PYL2* transgenic line (Col-0 background) used in gene expression analysis, transpiration assays, and drought stress resistance assays were grown in soil with an 8-h light/16-h dark photoperiod.

Soybean ecotype Williams 82 (Ws82) and the p*RD29a-PYL2* transgenic line (Ws82 background) used in gene expression analysis, transpiration assays, and drought resistance assays were grown in soil at 26 °C with a 16-h light/8-h dark photoperiod.

### HAB1 phosphatase activity assay

In total, 100 nM Biotin-MBP-HAB1 and 500 nM corresponding H6-SUMO-tagged PYLs were pre-incubated in 50 mM imidazole, pH 7.2, 5 mM MgCl_2_, 0.1% β-mercaptoethanol, and 0.5 µg ml^−1^ BSA for 30 min at room temperature, as described before^16^. An 11-amino acid phosphopeptide (HSQPKpSTVGTP), belonging to amino acids 170–180 of SnRK2.6 with Ser175 phosphorylated, was used as the substrate of HAB1 phosphatase. Reactions were started by adding 100 µM phosphopeptide, and the quantity of phosphate released from the phosphopeptide was determined by colorimetric assay (BioVision) 35 min later.

### Gene expression analysis

Three-week-old Col-0 *Arabidopsis* plants were sprayed with a 10 μM solution of the indicated compound and incubated for 6, 24, or 72 h before RNA extraction. Ws82 wild-type and p*RD29a-PYL2* transgenic soybean plants at the triple trifoliate stage were sprayed with 50 μM AMF4 or (+)-ABA and incubated for 6 h before RNA extraction. A 0.05% solution of DMSO was used as the control for all chemicals. Total RNAs were extracted using the TRIzol (Invitrogen) method, and RNase-free Dnase (Qiagen) was used to remove contaminating DNA before quantitative real-time PCR (qRT-PCR) and RNA-seq.

For qRT-PCR, total RNAs were reverse transcribed with the TransScript RT kit (Invitrogen) according to the manufacturer’s instructions. All qRT-PCR assays were performed following the two-step protocol of the ChamQ SYBR qPCR Master Mix (Vazyme) in a CFX96 Real-time system (BIO-RAD) according to the manufacturer’s instructions (95 C*15 s, 60 C*30 s, 40 cycles). Each assay included three biological replicates and was performed twice. *AtACT7* and *GmACT2* were used as internal controls for *Arabidopsis* and soybean, respectively, in the qRT-PCR. The primer pairs used in qRT-PCR, whose sequences are shown in Supplementary Table 1, were AtPYL2 qF and qR, AtACT7 qF and qR, and GmACT2 qF and qR for *AtPYL2*, *AtACT7* and *GmACT2*, respectively, with a final concentration of 0.2 μM.

For RNA-seq, duplicate biological replicate samples were used for DMSO, AMF, and ABA treatment. Total RNA samples were sequenced by the genomics core facility of the Shanghai Center for Plant Stress Biology using the HiSeq2500 system (Illumina), with 10 M reads per sample with average length >49 bp. All reads were mapped to the *Arabidopsis* genome (TAIR10) by TopHat. Calculation of gene expression values and differential expression analysis were performed using Cufflinks. Significance analysis of RNA-seq data was used to identify those genes significantly up- or down-regulated by treatments, with a FDR<0.05. Fold change was computed with average transcript levels compared to DMSO control values, which was in turn log_2_-transformed and computed for Spearman correlation coefficients between samples. Gene ontology analysis was performed using the online “agriGO” tool (http://bioinfo.cau.edu.cn/agriGO/), and a heat map was created using the R “pheatmap” package.

### In vivo stability of compounds

One-week-old Col-0 plants grown on half-strength MS agar media were transferred into half-strength MS liquid media and grown for another two days. Chemical stock solutions (10 mM in DMSO) were diluted into growth media to a final concentration of 10 μM and 3 h later, plants were washed three times using the same media. Then the plants were grown in one-quarter-strength MS liquid media and were sampled at 0, 12, 24, 36, 48, 72, and 96 h after the chemical treatment. The amount of chemicals was determined using UPLC-TripleTOF 5600+ at the Proteomics and Metabolomics Core Facility in the Shanghai Center for Plant Stress Biology (PSC), Chinese Academy of Science.

### Phenotypic assays

A germination assay was carried out as follows. Seeds of Col-0 and the PYL triple mutant (*pyr1;pyl1;pyl4*) were stratified for 4 days before they were sown on half-strength MS solid medium containing 1% sucrose and 1 μM of the indicated compounds, with 15 seeds per line per 6 cm plate and four plates for each chemical. The plates were kept in a growth chamber at 22 °C under long-day conditions. Seeds were evaluated daily and were considered germinated when the green cotyledons appeared. A 0.05% solution of DMSO was used as the control for all chemicals.

Wild-type and p*RD29a-PYL2* transgenic *A. thaliana* and soybean plants were used in transpiration and drought resistance assays. Four-day-old *Arabidopsis* plants of identical size grown on half-strength MS solid medium were transferred to soil and grown under short-day conditions for another 10 days. Plants were then subjected to water withholding and were sprayed with chemical solutions, which contained 10 or 20 μM solutions of the indicated compounds and 0.05% Tween 20, once per week. For soybeans, plants at the triple trifoliate stage were subjected to water withholding and sprayed every 3 days with a 50 μM solution of the indicated compound and 0.1% Tween 20. A 0.05% solution of DMSO was used as the control for all chemicals. Each pot had the same amount of soil, and the position of pots and plates was changed every other day to minimize position effects. For leaf area measurements, 8-day-old soybean plants were subjected to water withholding and 3 and 8 days later were sprayed with DMSO or a 20 μM AMF4 solution. During the treatment, the plants were photographed by an image system every day, and the leaf area was calculated using OpenCV program. For the well-watered condition, the plants were irrigated every 3 days; for the drought stress condition, the plants were not irrigated until 22 days after water withdrawal. For *Arabidopsis*, one-month-old ABA-deficient mutant *aba2-1* was used in the transpiration assay to minimize the influence of endogenous ABA. Plants were sprayed with indicated compounds or (+)-ABA and photographed with an IR imager (FLIR) before and after chemical spray, and the transpiration rate was indicated by the leaf temperature.

### Data availability

The authors declare that all the data supporting the findings of this study are available within the paper and its supplementary information files. The data sets generated or analyzed during the current study are available from the corresponding author on reasonable request. X-ray structure data are deposited in the RCSB Protein Data Bank (www.pdb.org). PBD codes are as follows PYL2–AMF1β–HAB1—5VRO, PYL2–AMF2α–HAB1—5VS5, PYL2–AMF1α–HAB1—5VR7, PYL2–AMF2β–HAB1—5VSQ, PYL2–AMF4–HAB1—5VSR, PYL2–AMC1β–HAB1—5VT7. RNA-seq data are deposited in NCBI's Gene Expression Omnibus (GEO) server and are accessible through the GEO Series accession number GSE101488.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Combining chemical and genetic approaches to increase drought resistance in plants
**Source:** Nat Commun. 2017 Oct 30;8:1183. doi: 10.1038/s41467-017-01239-3
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1

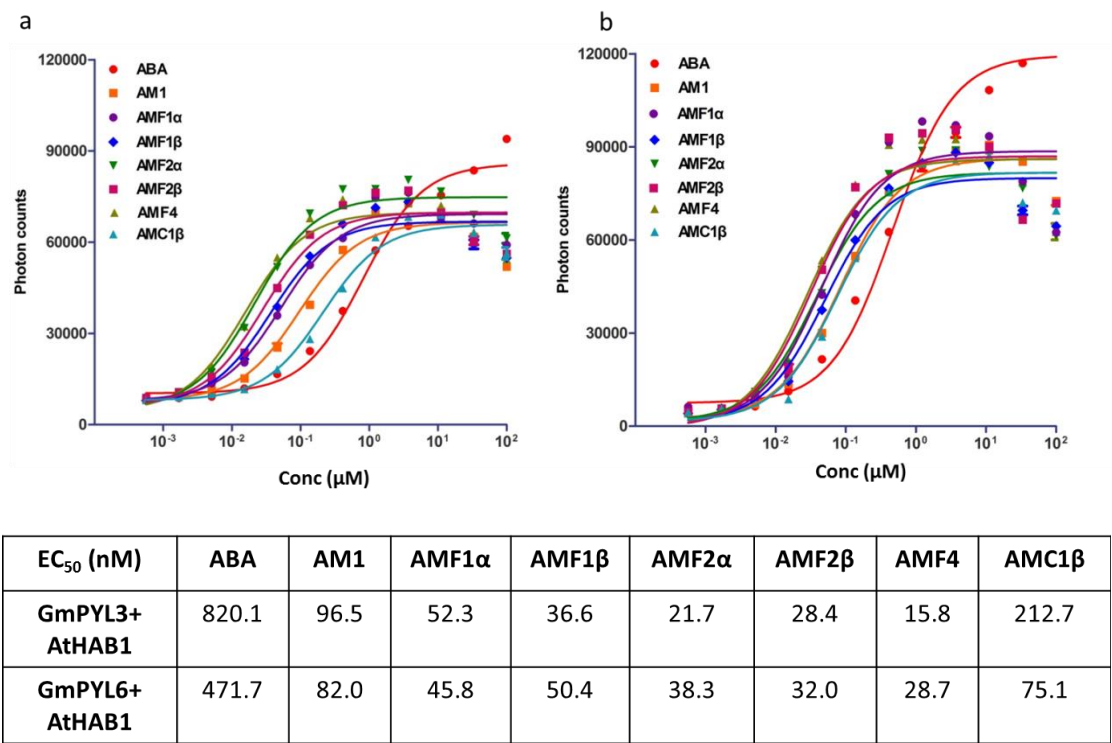

Supplementary Figure 1. Dose-response curves of the binding of AMFs and AMC1β to soybean PYLs (GmPYL) and *Arabidopsis* HAB1 (AtHAB1).

GmPYL3 (a) and GmPYL6 (b) are orthologs of AtPYL1 and AtPYL2, respectively.

Supplementary Figure 2

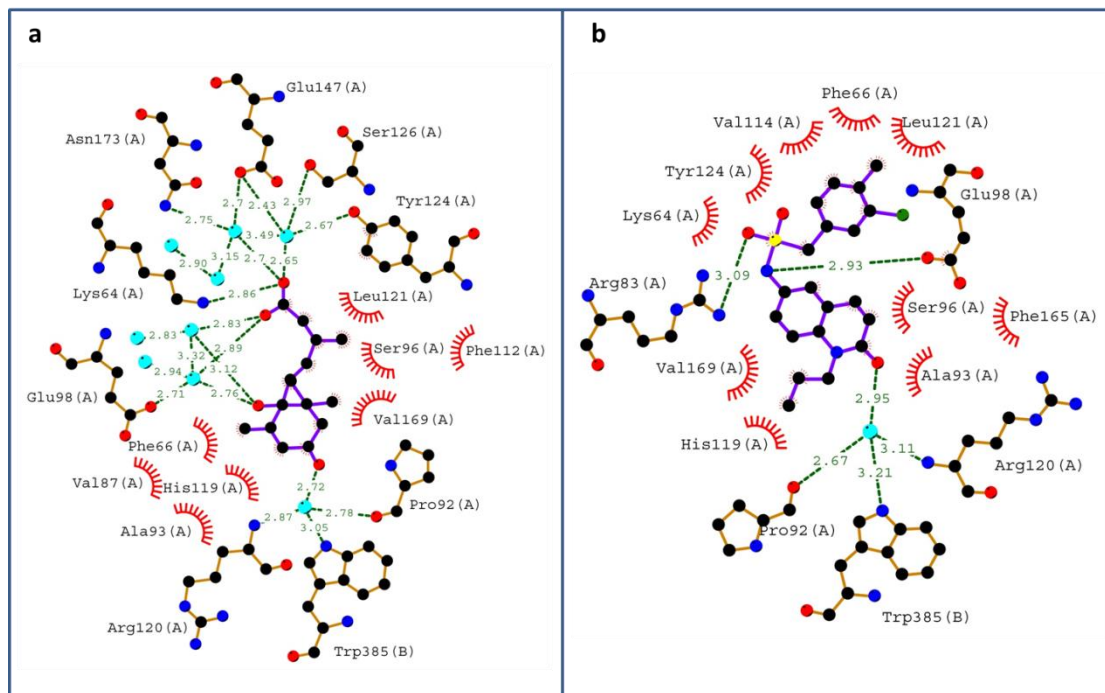

PYL2-ABA-HAB1

PYL2-AMC1 β -HAB1

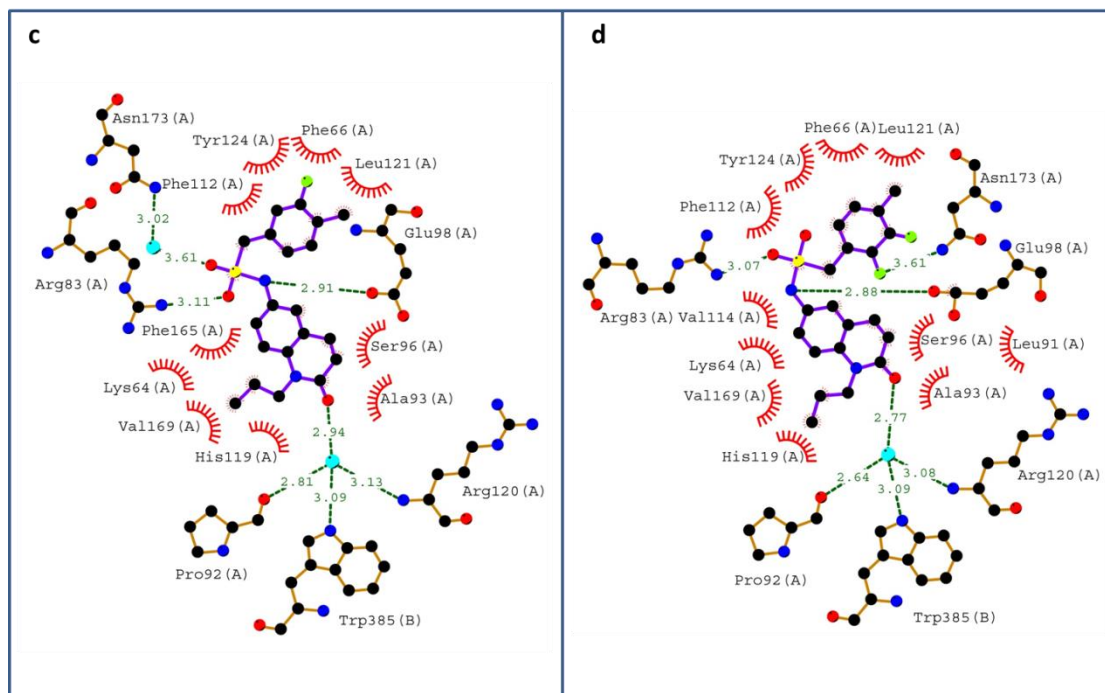

PYL2-AMF1 β -HAB1

PYL2-AMF2 α -HAB1

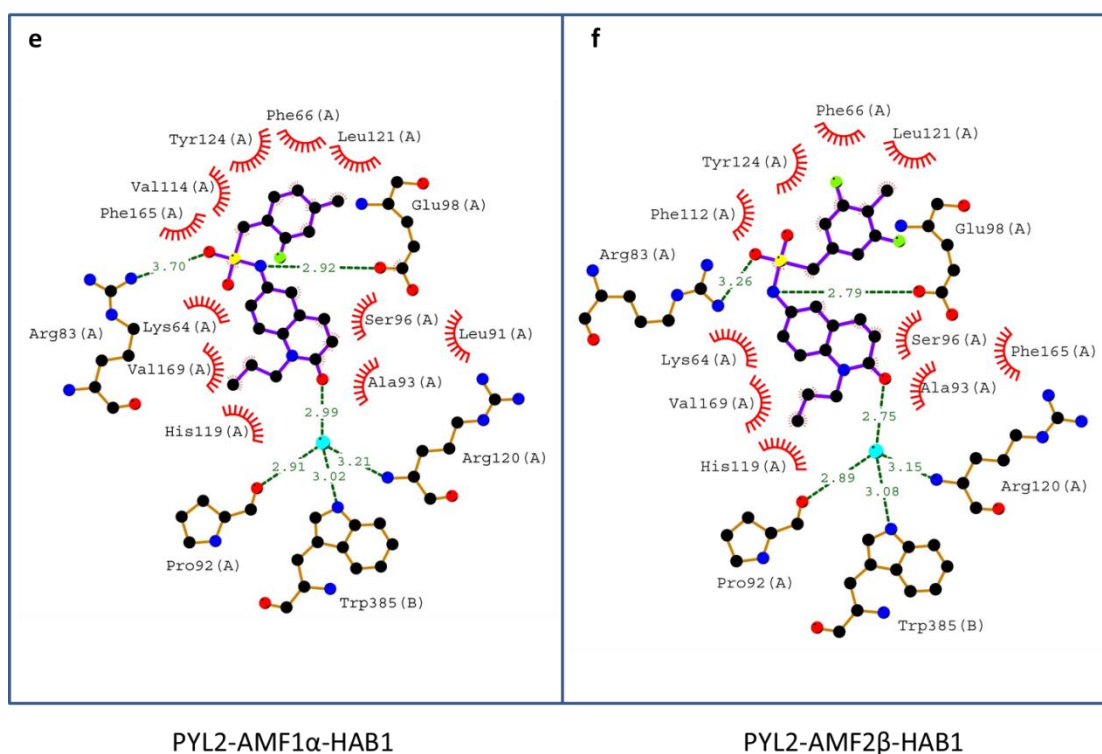

Supplementary Figure 2. Two-dimensional structural schematic of interactions between PYL2 binding-pocket residues and (+)-ABA (a), AMC1 β (b), or AMFs (c-f).

The schematics show the hydrogen bonds (dashed lines) between residues in the PYL2 binding pocket (A) or in HAB1 (B) and ABA (a), AMC1 β (b), or AMFs (c-f). Green-, red-, yellow-, blue-, and turquoise-filled circles represent fluorine/chloride atoms, oxygen atoms, sulfur atoms, nitrogen atoms, and water molecules, respectively. The number represents the distance ($\text{\AA}$) between two atoms/molecules.

Supplementary Figure 3

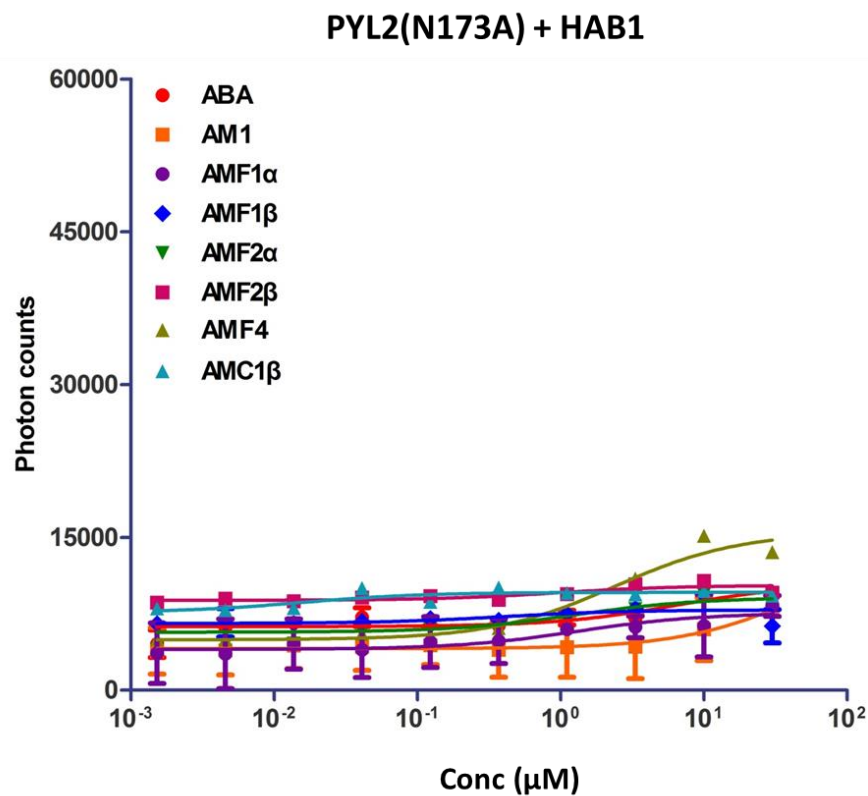

Supplementary Figure 3. Chemical-PYL2 interactions are nearly abolished by the N173A mutation.

Agonist dose-response curves show that interactions between HAB1 and mutated PYL2 (N173A) in the presence of all five AMFs, AMC1β and AM1 are nearly abolished as in the presence of (+)-ABA.

Supplementary Figure 4

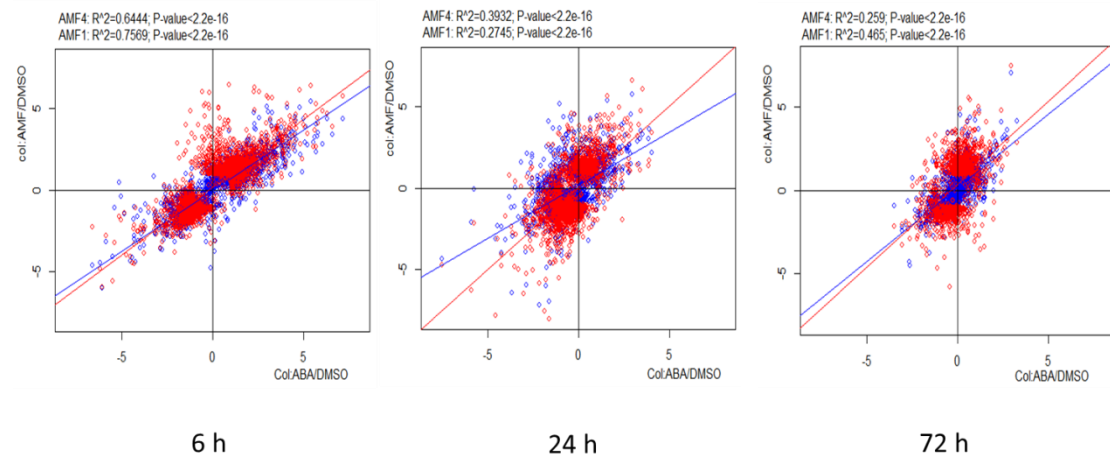

Supplementary Figure 4. AMFs induce ABA-responsive gene expression in wild type *Arabidopsis*.

Transcript-level responses induced by AMF1 β and AMF4 are highly correlated with those induced by ABA. Scatterplot log2-transformed values of differentially expressed genes (DEGs) responsive to AMF treatment (Y axis) and ABA treatment (X axis) relative to the DMSO control. Blue dots represent the DEGs responsive to AMF1 β , while red dots represent the DEGs responsive to AMF4. The Spearman correlation coefficient (r) and P-value are shown.

Supplementary Figure 5

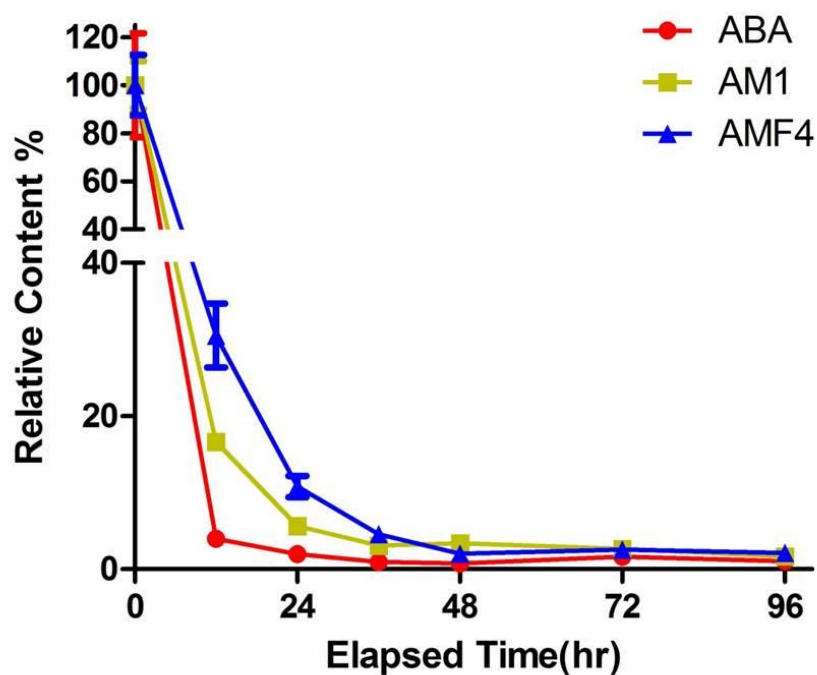

Supplementary Figure 5. *In-vivo* stability of ABA, AM1 and AMF4.

Compound contents in plants were normalized to the initial contents after treatments. Values are the mean contents and error bars indicate the standard deviation of three biological replicates per treatment.

Supplementary Figure 6

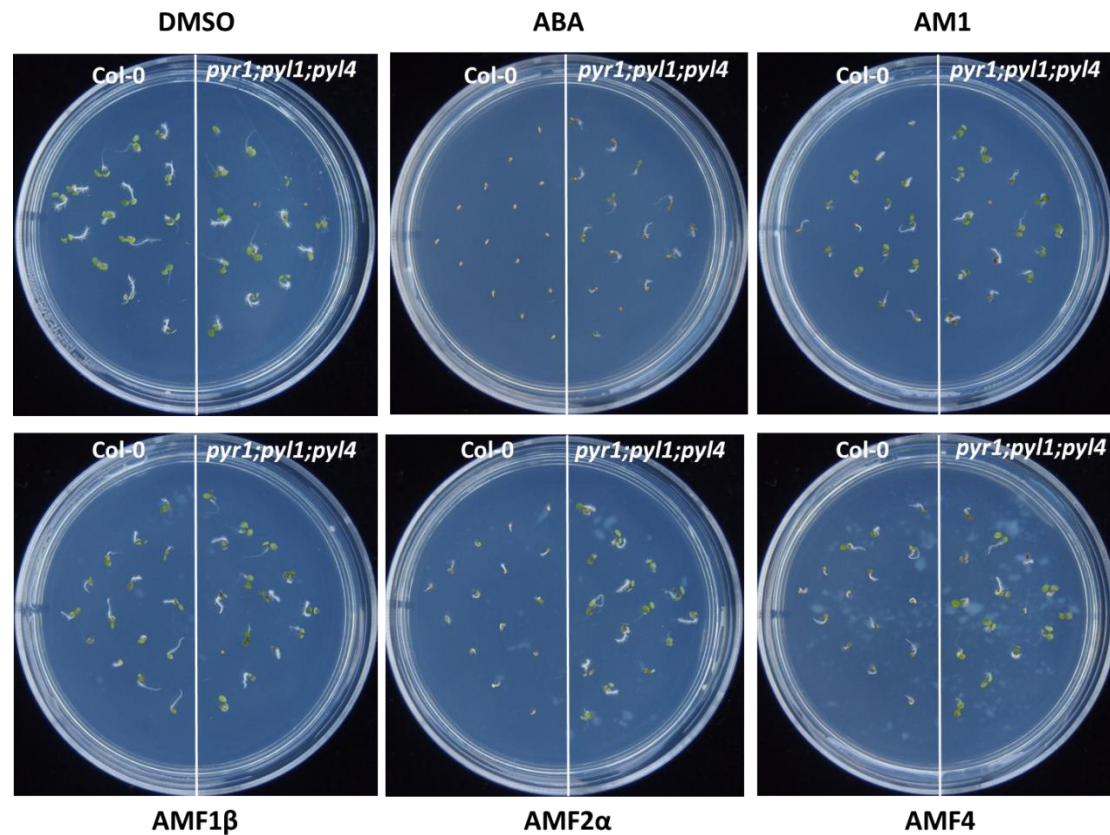

Supplementary Figure 6. AMFs inhibit of seed germination.

Seeds of the wild type (Col-0, left half of each plate) and the PYL triple mutant (*pyr1;pyl1;pyl4*, right half of each plate) are grown on the same half-strength MS (1% sucrose) plate containing the indicated compounds. The concentration is 1 μ M for all AMFs and (+)-ABA, and (+)-ABA and DMSO are used as the positive and negative controls, respectively. Plates are photographed 4 days after the seeds of the triple mutant begin to germinate.

Supplementary Figure 7

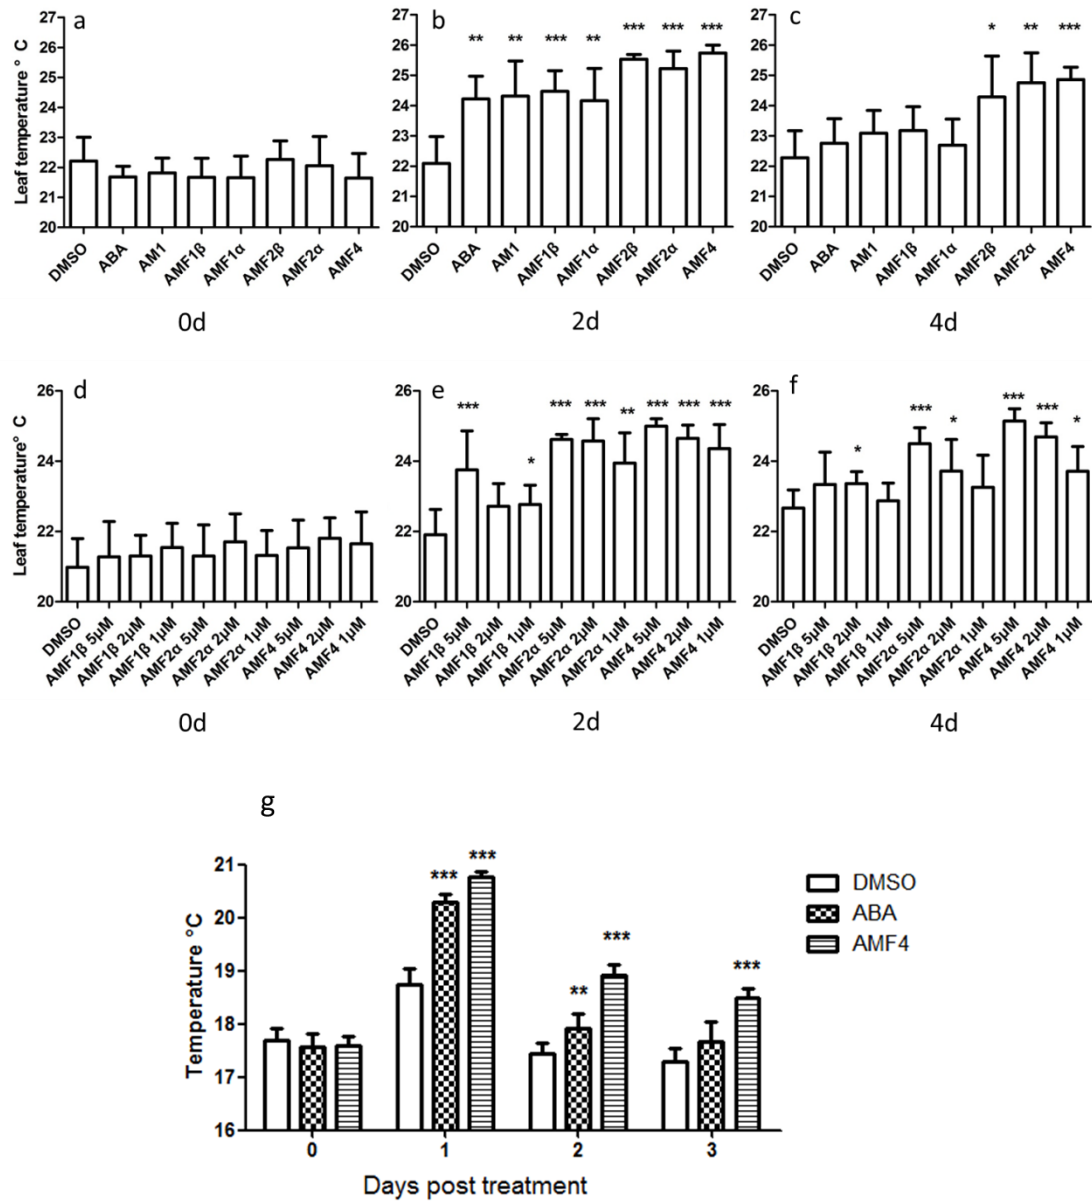

Supplementary Figure 7. Quantification of leaf temperature.

Leaf surface temperatures (older leaves for soybean) in Figure 5 were quantified from six independent areas of each plant in each figure, with a-c, d-f and g corresponding to a, b and c in Figure 5, respectively. Error bars indicate the standard deviation of six independent areas. The asterisks indicate statistical significance at * $P < 0.05$, ** $P < 0.01$ and *** $P < 0.001$.

Supplementary Figure 8

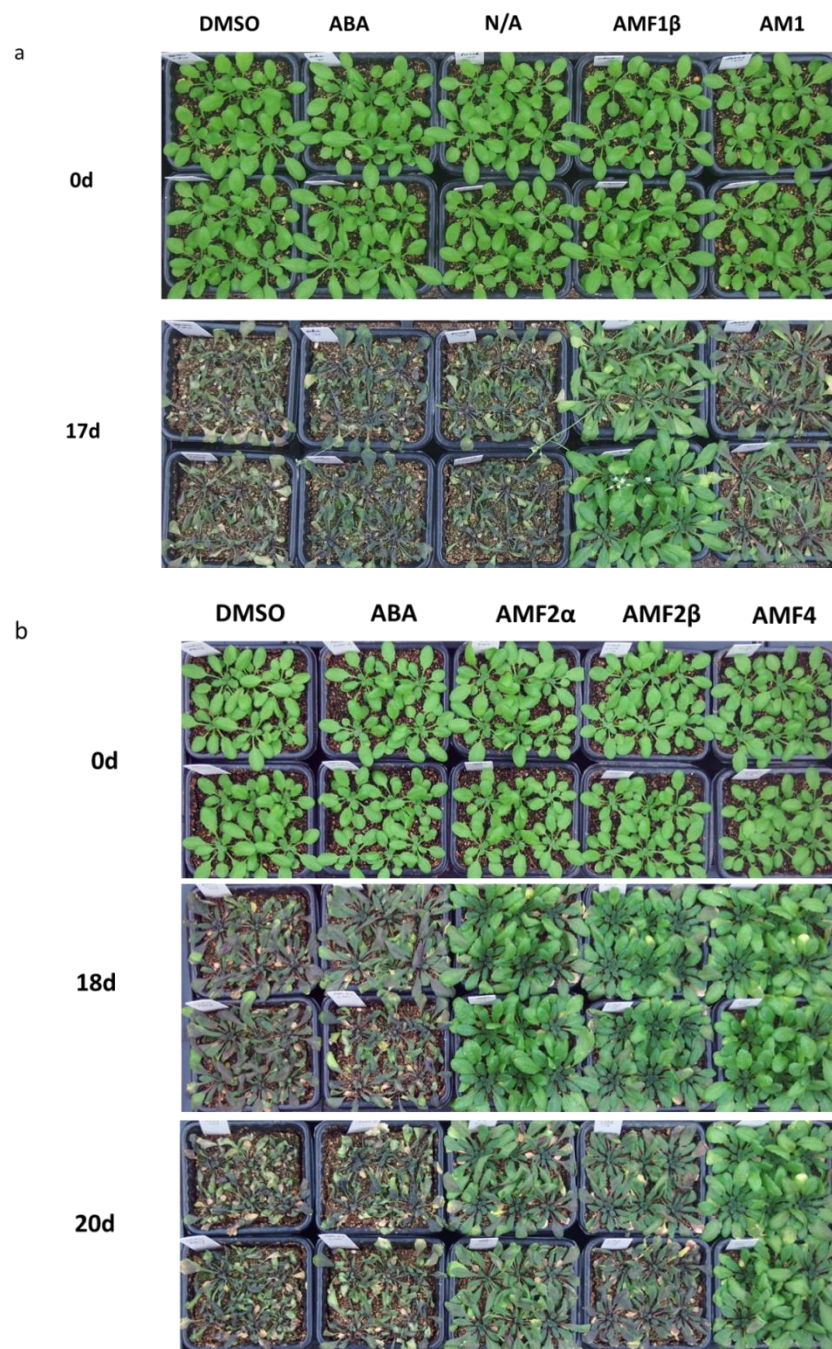

Supplementary Figure 8. AMFs increase drought resistance of *Arabidopsis* Col-0 plants.

(a) Two-week-old *Arabidopsis* wild-type plants are subjected to drought (watering was stopped) and are then treated with 10 μ M solutions of (+)-ABA, AM1, or

AMF1 β once per week for 2 weeks. DMSO is used as the control. The plants are photographed before watering is stopped (top panel) and at 17 days after watering is stopped (bottom panel). N/A represents plants from an unrelated experiment.

(b) Two-week-old *Arabidopsis* wild-type plants are subjected to drought (watering was stopped) and are then treated with 5 μ M solutions of (+)-ABA, AMF2 α , AMF2 β , or AMF4 once per week for 2 weeks. DMSO is used as the control. The plants are photographed before watering is stopped (top panel) and at 18 days (middle panel) and 20 days (bottom panel) after watering is stopped.

Supplementary Figure 9

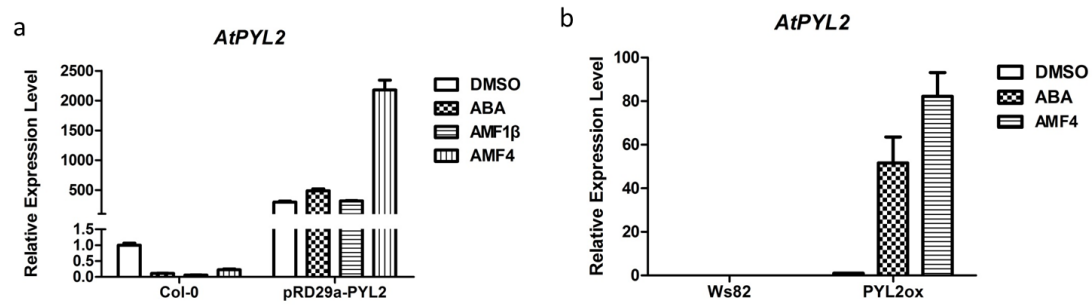

Supplementary Figure 9. Analysis of gene expression in *Arabidopsis* and soybean pRD29a-PYL2 transgenic plants in response to treatment with ABA or AMFs.

Arabidopsis and soybean pRD29a-PYL2 transgenic plants (pRD29a-PYL2 for *Arabidopsis* and PYL2ox for soybean) are analyzed by quantitative real-time PCR. Expression levels of *AtPYL2* are measured in *Arabidopsis* (a) or soybean (b) transgenic lines before and 6 h post-treatment with DMSO, ABA, or AMFs. *AtACT7* and *GmACT2* are used as internal controls in *Arabidopsis* and soybean, respectively.

Supplementary Figure 10

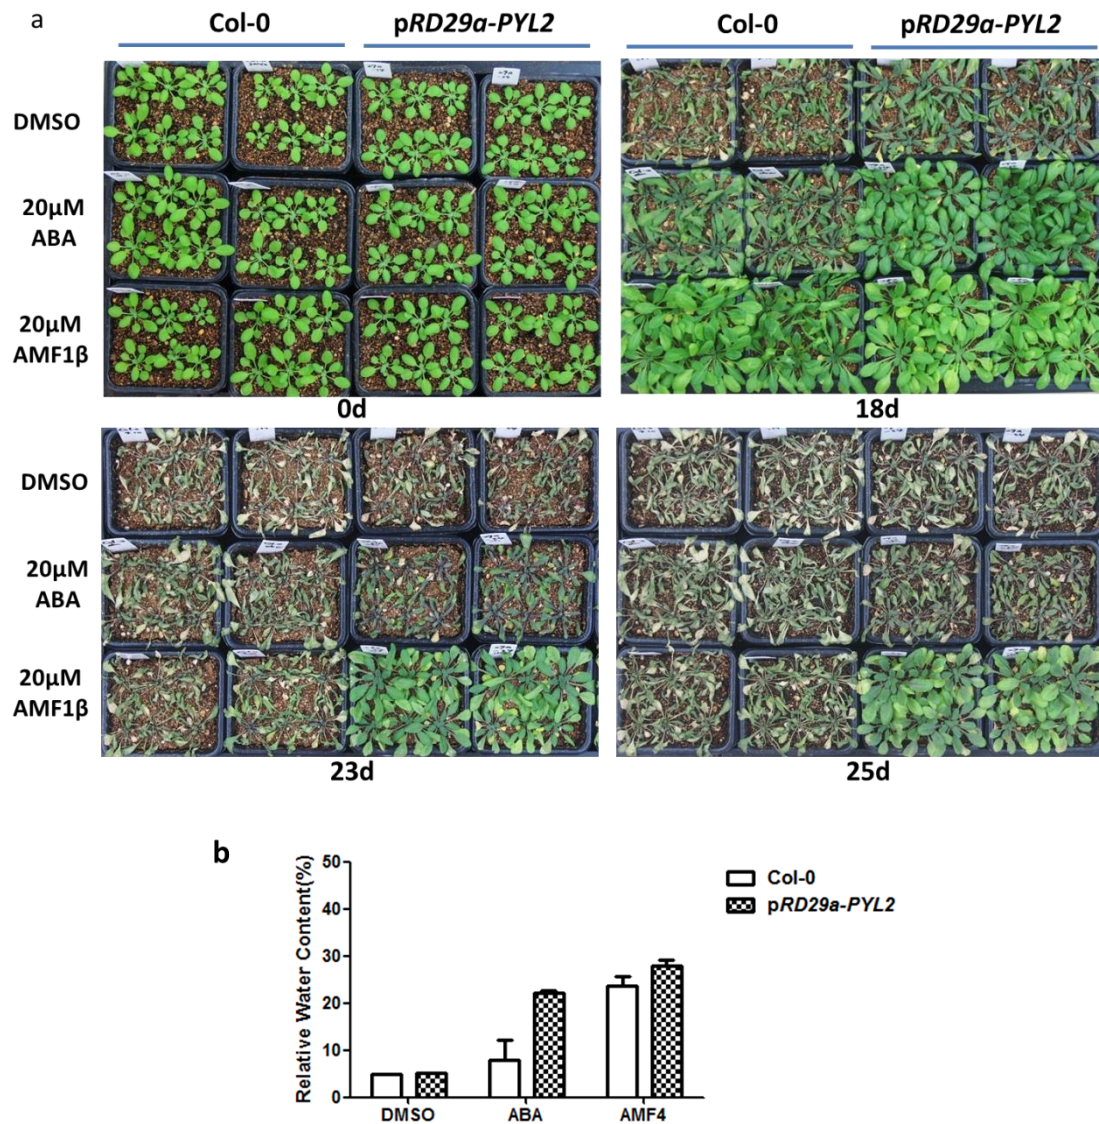

Supplementary Figure 10. AMFs dramatically increase drought resistance in *PYL2* overexpression *Arabidopsis* plants.

(a) *Arabidopsis* wild-type plants (Col-0) and *PYL2* transformants driven by *RD29a* promoter (pRD29a-PYL2) are grown under short-day conditions for 2 weeks before watering is stopped. Plants are subsequently treated with DMSO (control), 20 μ M (+)-ABA, or 20 μ M AMF1 β once per week for another 2 weeks. Plants are photographed before watering is stopped (top left panel), 18 days after watering

is stopped (top right panel), 23 days after watering is stopped (bottom left panel, 1 day before watering is resumed), and 1 day after watering is resumed (bottom right panel).

(b) Relative soil water content of plants in Figure 7a is determined as mass of water in soil/mass of oven-dry soil *100%. Values are means of 6 pots for each combination of plant line and treatment at 18 days after watering is stopped. Error bars indicate SD.

Supplementary Table 1. Primer Sequences

Primer	Sequence (5'-3')
AtPYL2 qF	CACGGTGGTTCTTGAATCTTAC
AtPYL2 qR	CATCATCATGCATAGGTGCAGA
AtACT7 qF	CATTCAATGTCCCTGCCATGT
AtACT7 qR	GGTTGTACGACCACTGGCATAG
GmACT2 qF	CTTCCCTCAGCA CCTTCAA
GmACT2 qR	GGTCCAGCTTTCA CACTCCAT
ASNTA-FP	CAA ACT CGC CCT TCA GAA ACT CGG AGT TGC CGC CAC
ASNTA-RP	CTG AAG GGC GAG TTT GAC GAC AGT GTC CAC AAA C

Supplementary Table 2. Statistics of data sets and structure refinement

Crystal ID	PYL2-AMF1 β -<br>HAB1	PYL2-AMF2 α -<br>HAB1	PYL2-AMF1 α -<br>HAB1	PYL2-AMF2 β -<br>HAB1	PYL2-AMF4-<br>HAB1	PYL2-AMC1 β -<br>HAB1
PDB code	5VRO	5VS5	5VR7	5VSQ	5VSR	5VT7
**Data statistics**						
Beam line	SSRF-BL17U1	SSRF-BL17U1	SSRF-BL17U1	SSRF-BL17U1	SSRF-BL17U1	SSRF-BL17U1
Space group	P 2 ₁ 2 ₁ 2 ₁	P 2 ₁ 2 ₁ 2 ₁	P 2 ₁ 2 ₁ 2 ₁	P 2 ₁ 2 ₁ 2 ₁	P 2 ₁ 2 ₁ 2 ₁	P 2 ₁ 2 ₁ 2 ₁
Resolution range,<br>Å	50–2.26<br>(2.30-2.26)*	72.9–2.33<br>(2.46-2.33)	50–2.62<br>(2.67-2.62)	72.9–2.62<br>(2.76-2.62)	72.4–2.62<br>(2.76-2.62)	50.0-2.62<br>(2.67-2.62)
Cell parameters<br>a, b, c, Å<br>α , β , γ , °	61.3, 67.9, 145.9<br>90, 90, 90	62.3, 68.6, 145.7<br>90, 90, 90	61.2, 67.3, 146.3<br>90, 90, 90	61.1, 67.4, 145.7<br>90, 90, 90	61.2, 64.4, 144.8<br>90, 90, 90	61.1, 66.5, 145.4<br>90, 90, 90
Total/<br>Unique<br>reflections	392913/29256	130353/24782	249832/18972	187385/18843	110346/17605	250857/18330
Completeness, %	99.3 (96.8)	99.6 (99.3)	99.9 (97.9)	100 (100)	99.9 (100)	99.6 (98.0)
Mean I/ σ	73.1 (9.7)	9.1 (1.5)	32.7 (7.4)	41.2 (10.3)	10.3 (1.7)	29.2 (7.4)
Multiplicity	13.1 (12.7)	5.5 (5.3)	13.2 (12.3)	9.9 (11.4)	5.7 (6.0)	13.7 (13.9)
Rmerge	0.076 (0.262)	0.151 (1.783)	0.103 (0.474)	0.108 (0.436)	0.176 (2.221)	0.113 (0.517)
CC1/2	0.998 (0.988)	0.998 (0.988)	0.998 (0.988)	0.997 (0.977)	0.993 (0.559)	0.998 (0.970)
**Refinement**						
Resolution, Å	39.5–2.26	72.9–2.33	33.7–2.61	39.4–2.62	38.6–2.62	38.3–2.62
No. reflections	29199	26860	18904	18775	17387	18276
No. residues	482	473	487	412	485	485
No. solvent<br>molecules	164	247	45	79	18	66
No. of non-H<br>atoms	3770	3728	3876	3825	3818	3864
Rcryst	21.5%	21.5%	21.6%	20.4%	23.9%	18.9%
Rfree	24.3%	24.4%	24.5%	24.5%	27.0%	22.6%
Rmsd** bonds, Å	0.004	0.005	0.004	0.004	0.005	0.008
Rmsd** angles, °	0.992	0.887	0.984	0.976	1.021	1.169
Average B factor,<br>Å ²	40.7	35.5	42.7	37.6	40.6	36.3
Ramachandran,<br>%<br>Favored/Outliers	98.1/0.0	97.8/0.0	98.5/0.0	98.3/0.0	97.7/0.0	98.7/0.0

*Values in parentheses are for highest-resolution shell.

**Rmsd is the root-mean-square deviation from ideal geometry of protein.

Supplementary Note 1. Chemical Synthesis

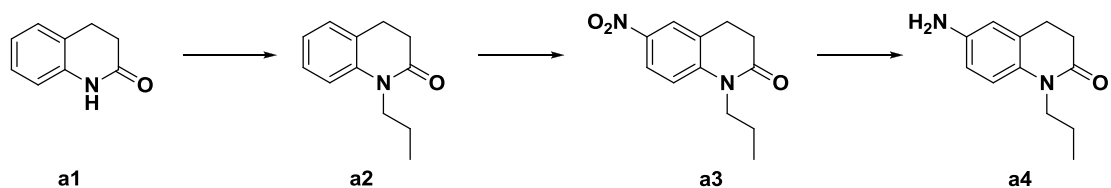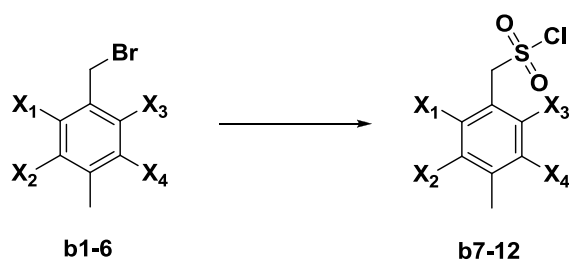

b1/b7: X1 = X2 = X3 = X4 = F
 b2/b8: X1 = X2 = H; X3 = X4 = F
 b3/b9: X1 = X2 = X3 = H; X4 = F
 b4/b10: X1 = X3 = H; X2 = X4 = F
 b5/b11: X1 = F; X2 = X3 = X4 = H
 b6/b12: X1 = X2 = X3 = H; X4 = Cl

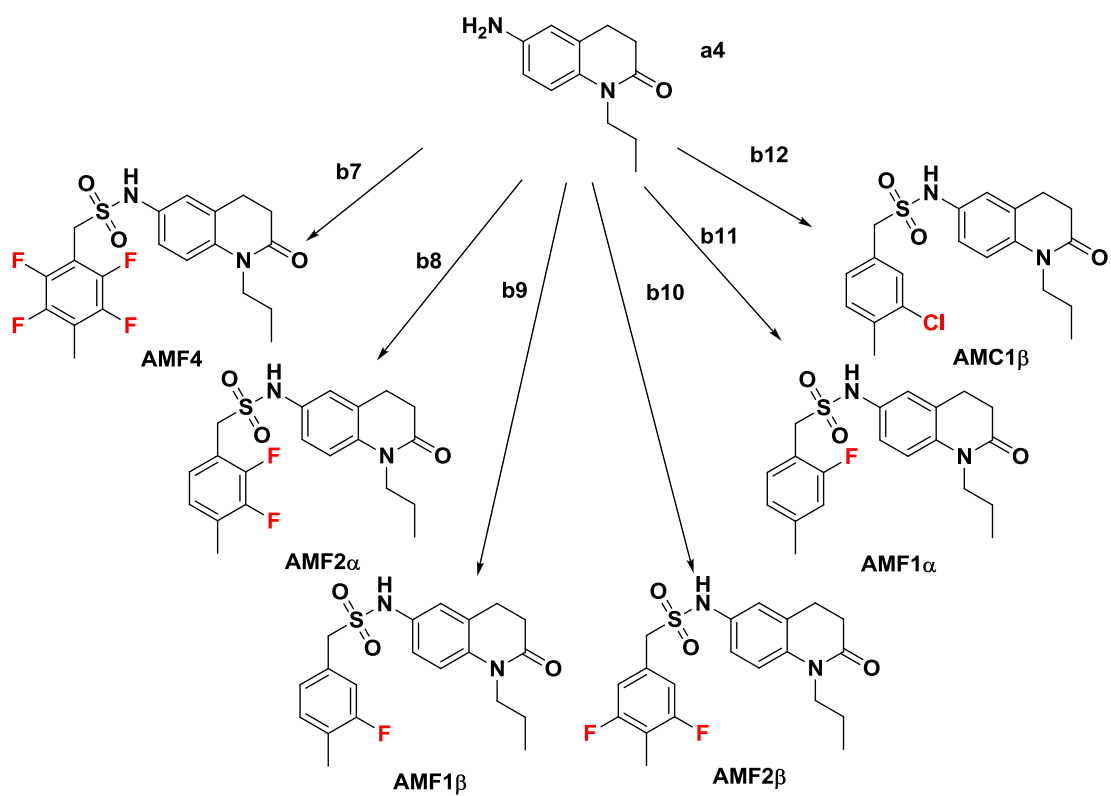

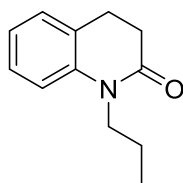

1-propyl-3,4-dihydroquinolin-2(1H)-one (a2)

3,4-dihydroquinolin-2(1H)-one (a1, 4.0 g, 27.2 mmol) and anhydrous DMF (60 ml) were added into a three-neck flask and stirred in an ice-water bath. Sodium hydride (32.7 mmol, 1.2 equiv) was added gradually at such a rate that the inner temperature was maintained less than 5 °C. The mixture was stirred for another 0.5 h. The solution of 1-iodopropane (32.7 mmol, 1.2 equiv) and anhydrous DMF (20 ml) was added dropwise. After the addition, the cooling bath was removed. The reaction was maintained for 8 h at room temperature and then quenched by adding 100 ml of ammonium chloride (aq.), extracted with ethyl acetate for three times. The organic phase was dried over anhydrous Na₂SO₄ and concentrated under reduced pressure. The crude product was purified by chromatographic column on silica gel, giving 1-propyl-3,4-dihydroquinolin-2(1H)-one (a2) as a brown liquid, 4.4 g (86%). ¹H NMR (400 MHz, CDCl₃): δ 7.24-6.98 (m, 4H), 3.89 (m, 2H), 2.89 (m, 2H), 2.64 (m, 2H), 1.66 (m, 2H), 0.97 (t, *J* = 7.6 Hz, 3H) ppm.

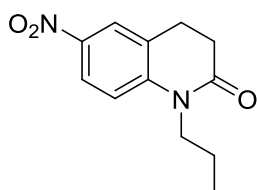

6-nitro-1-propyl-3,4-dihydroquinolin-2(1H)-one (a3)

The 1-propyl-3,4-dihydroquinolin-2(1H)-one (a2, 4.0 g, 21.2 mmol) were dissolved in DCM (100 ml). The solution was stirred and cooled in an ice-water bath. Then fuming HNO₃ (1.5 equiv) was added to the solution dropwise. The mixture was stirred for 2 h. Then the reaction mixture was poured into ice water. The suspension was separated by vacuum filtration. The crude product was purified with recrystallization from ethanol, giving 6-nitro-1-propyl-3,4-dihydroquinolin-2(1H)-one (a3) as a light yellow solid, 3.6 g (72%); ¹H NMR (400 MHz, CDCl₃): δ 8.14(m, 1H), 8.07(m, 1H), 7.06 (d, *J* = 8.8 Hz, 1H), 3.93 (m, 2H), 3.00 (m, 2H), 2.71 (m, 2H), 1.68 (m, 2H), 0.98 (t, *J* = 7.6 Hz, 3H) ppm.

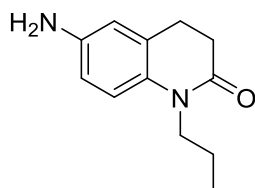

6-amino-1-propyl-3,4-dihydroquinolin-2(1H)-one (a4)

A flask was charged with 6-nitro-1-propyl-3,4-dihydroquinolin-2(1H)-one (a3, 4.0 g, 17.1

mmol), methanol (150 ml), and Pd/C (wet, 10%, 20 mg) under a nitrogen atmosphere. Then the flask was evacuated and recharged with hydrogen three times. The mixture was allowed to stir for 8 h at room temperature. The reaction solution was filtered under vacuum and washed with methanol. The organic filtrate was collected and evaporated under vacuum to give 6-amino-1-propyl-3,4-dihydroquinolin-2(1*H*)-one (a4) as a brown solid, 3.1 g (88%).

¹H NMR (400 MHz, CDCl₃): δ 6.79 (d, *J* = 8.8 Hz, 1H), 6.56 (dd, *J* = 8.4, 2.8 Hz, 1H), 6.52 (d, *J* = 2.8 Hz, 1H), 3.83 (m, 2H), 3.48 (br, 2H), 2.78 (m, 2H), 2.58 (m, 2H), 1.63 (m, 2H), 0.93 (t, *J* = 7.2 Hz) ppm.

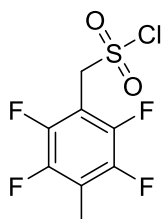

(2,3,5,6-tetrafluoro-4-methylphenyl)methanesulfonyl chloride (b7)

This is a general procedure for synthesis of b7-12.

A flask was charged with 1-(bromomethyl)-2,3,5,6-tetrafluoro-4-methylbenzene (b1, 2.0 g, 7.8 mmol), thiourea (7.8 mmol), and ethanol (80 ml). The mixture was allowed to stir under reflux for 3 h. After completion, the reaction solution was concentrated to obtain a white solid. 20 ml of MeCN and 20 ml of conc. HCl were sequentially added into the flask. The mixture was kept stirring until all solid dissolved, then NaClO₂ (5.0 equiv) was added gradually at such a rate that the inner temperature was maintained less than 20 °C. After the addition, the mixture was stirred for another 3 h, then the reaction was stopped by adding 100 ml of cold water. The resulting mixture was extracted with ethyl acetate for three times. The organic phase was dried over MgSO₄, and then concentrated in vacuum, giving (2,3,5,6-tetrafluoro-4-methylphenyl)methanesulfonyl chloride (b7) as a light yellow solid.

¹H NMR (400 MHz, DMSO-*d*₆): δ 3.94 (s, 2H), 2.28 (s, 3H) ppm.

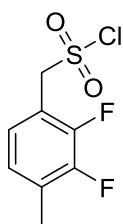

(2,3-difluoro-4-methylphenyl)methanesulfonyl chloride (b8)

¹H NMR (400 MHz, DMSO-*d*₆): δ 7.04 (m, 2H), 3.81 (s, 2H), 2.23 (s, 3H) ppm

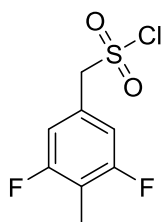

(3,5-difluoro-4-methylphenyl)methanesulfonyl chloride (b10)

^1H NMR (400 MHz, DMSO-*d*6): δ 6.97(m, 2H), 3.77 (s, 2H), 2.11 (s, 1H) ppm.

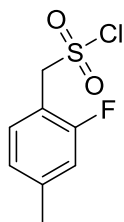

(2-fluoro-4-methylphenyl)methanesulfonyl chloride (b11)

^1H NMR (400 MHz, DMSO-*d*6): δ 7.62-7.15 (m, 3H), 3.77(s, 2H), 2.28 (s, 3H) ppm.

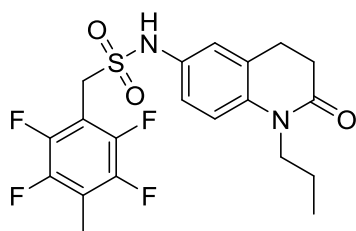

AMF4

6-amino-1-propyl-3,4-dihydroquinolin-2(1*H*)-one (a4, 1.0 g, 4.9 mmol), DMF (20ml), K_2CO_3 (3 equiv), and (2,3,5,6-tetrafluoro-4-methylphenyl)methanesulfonyl chloride (b7, 5.9 mmol, 1.2 equiv) were sequentially added to a 50 ml flask. The mixture was allowed to stir under a nitrogen atmosphere for 12 h at room temperature. The reaction was quenched by adding cold water and then extracted with ethyl acetate for three times. The organic phase was dried over Na_2SO_4 , concentrated in vacuum and purified by chromatographic column on silica gel, giving AMF4 as a light yellow solid.

^1H NMR (400 MHz, DMSO-*d*6): δ 10.07 (s, 1H), 7.08-7.05 (m, 3H), 4.58 (s, 2H), 3.81 (t, J = 7.2 Hz, 2 H), 2.80 (t, J = 6.8 Hz, 2H), 2.52 (t, in DMSO peak, 2H), 2.25 (s, 3H), 1.52 (m, 2H), 0.88 (t, J = 7.6 Hz, 3H) ppm; ^{13}C NMR (101MHz, CDCl_3) δ 170.1, 146.1 (m), 143.7 (m), 137.0, 131.4, 127.9, 120.4, 119.5, 117.8 (t, J = 19.0 Hz), 115.7, 105.6 (t, J = 17.1 Hz), 45.9, 43.8, 31.6, 25.5, 20.4, 11.2, 7.7 ppm. HRMS (m/z): $[\text{M}]^+$ calcd. for $\text{C}_{20}\text{H}_{20}\text{F}_4\text{N}_2\text{O}_3\text{S}$, 444.1131; found, 444.1138.

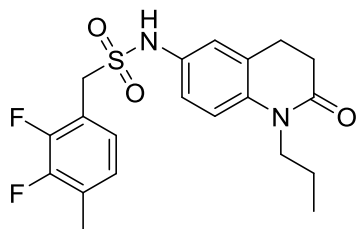

AMF2 α

6-amino-1-propyl-3,4-dihydroquinolin-2(1*H*)-one (a4, 1.0 g, 4.9 mmol), DMF (20ml), K_2CO_3 (3 equiv), and (2,3-difluoro-4-methylphenyl)methanesulfonyl chloride (b8, 5.9 mmol, 1.2 equiv) were sequentially added to a 50 ml flask. The mixture was allowed to stir under a nitrogen atmosphere for 4 h at room temperature. The reaction was quenched by adding cold water and

then extracted with ethyl acetate for three times. The organic phase was dried over Na₂SO₄, concentrated in vacuum and purified by chromatographic column on silica gel, giving AMF2α as a light yellow solid.

¹H NMR (400 MHz, CDCl₃): δ 7.09-6.92 (m, 5H), 6.79 (s, 1H), 4.42 (s, 2H), 3.89 (t, *J* = 7.6 Hz, 2H), 2.87 (t, *J* = 6.8 Hz, 2H), 2.65 (m, 2H), 2.29 (s, 3H), 1.68 (m, 2H), 0.98 (t, *J* = 7.6 Hz, 3H) ppm; ¹³C NMR (101 MHz, CDCl₃): δ 169.9, 137.2, 131.2, 128.5, 128.4, 127.2, 126.2 (br), 125.9 (br), 120.9, 120.0, 115.6, 115.5, 115.4, 50.8, 43.7, 31.6, 25.5, 20.4, 14.3, 11.2 ppm. HRMS (*m/z*): [*M*]⁺ calcd. for C₂₀H₂₂F₂N₂O₃S, 408.1319; found, 408.1324.

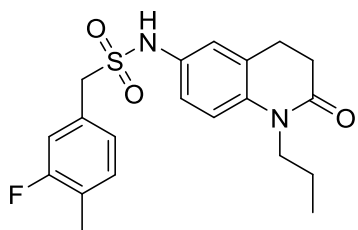

AMF1β

6-amino-1-propyl-3,4-dihydroquinolin-2(1*H*)-one (a4, 1.0 g, 4.9 mmol), DMF (20ml), K₂CO₃ (3 equiv) and (3-fluoro-4-methylphenyl)methanesulfonyl chloride (b9, 5.9 mmol, 1.2 equiv) were sequentially added to a 50 ml flask. The mixture was allowed to stir under a nitrogen atmosphere for 4 h at room temperature. The reaction was quenched by adding cold water and then extracted with ethyl acetate for three times. The organic phase was dried over Na₂SO₄, concentrated in vacuum and purified by chromatographic column on silica gel, giving AMF1β as a light yellow solid.

¹H NMR (400 MHz, CDCl₃): δ 7.18 (t, *J* = 8.4 Hz, 1H), 7.06-6.94 (m, 4H), 6.75 (s, 1H), 4.29 (s, 2H), 3.89 (m, 2H), 2.88 (m, 2H), 2.65 (m, 2H), 2.27 (d, *J* = 1.2 Hz, 3H), 1.67 (m, 2H), 0.99 (t, *J* = 6.4 Hz, 3H); ¹³C NMR (101 MHz, CDCl₃): δ = 169.8, 161.5 (d, *J* = 245 Hz), 137.1, 131.7 (d, *J* = 5.4 Hz), 131.3, 128.1, 127.7 (*J* = 8.0 Hz), 126.3 (d, *J* = 3.3 Hz), 125.9 (d, *J* = 16.9 Hz), 120.9, 120.0, 117.3 (d, *J* = 23.2 Hz), 115.7, 56.9, 43.7, 31.6, 25.6, 20.4, 14.4, 11.2 ppm. HRMS (*m/z*): [*M*]⁺ calcd. for C₂₀H₂₃FN₂O₃S, 390.1413; found, 390.1419.

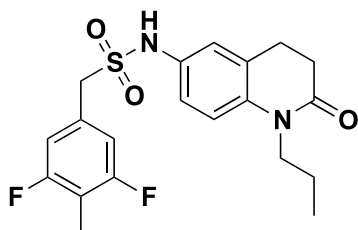

AMF2β

6-amino-1-propyl-3,4-dihydroquinolin-2(1*H*)-one (a4, 1.0 g, 4.9 mmol), DMF (20ml), K₂CO₃ (3 equiv) and (3,5-difluoro-4-methylphenyl)methanesulfonyl chloride (b10, 5.9 mmol, 1.2 equiv) were sequentially added to a 50 ml flask. The mixture was allowed to stir under a nitrogen atmosphere for 4 h at room temperature. The reaction was quenched by adding cold water and then extracted with ethyl acetate for three times. The organic phase was dried over Na₂SO₄, concentrated in vacuum and purified by chromatographic column on silica gel, giving AMF2β as a

light yellow solid.

^1H NMR (400 MHz, DMSO- d_6): δ 9.75(s, 1H), 7.09-6.96 (m, 5H), 4.49 (s, 2H), 3.81(t, J = 7.2 Hz, 2H), 2.80 (t, J = 6.8 Hz, 2H), 2.53 (t, in DMSO peak, 2H), 2.13 (s, 3H), 1.54 (m, 2H), 0.88 (t, J = 7.2 Hz, 3H) ppm; ^{13}C NMR (101 MHz, DMSO- d_6): δ 169.3, 161.0 (d, J = 242 Hz), 136.0, 132.9, 130.3 (t, J = 10.4 Hz), 127.7, 120.2, 119.5, 116.1, 114.1 (d, J = 27 Hz), 113.0 (t, J = 21.3 Hz), 56.6, 42.9, 31.7, 25.4, 20.4, 11.5, 7.2 ppm. HRMS (m/z): $[\text{M}]^+$ calcd. for $\text{C}_{20}\text{H}_{22}\text{F}_2\text{N}_2\text{O}_3\text{S}$, 408.1319; found, 408.1315.

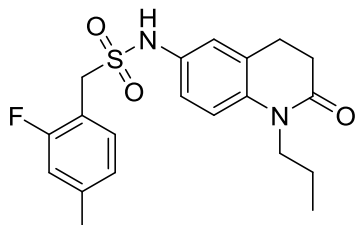

AMF1 α

6-amino-1-propyl-3,4-dihydroquinolin-2(1H)-one (a4, 1.0 g, 4.9 mmol), DMF (20 ml), K_2CO_3 (3 equiv) and (2-fluoro-4-methylphenyl)methanesulfonyl chloride (b11, 5.9 mmol, 1.2 equiv) were sequentially added to a 50 ml flask. The mixture was allowed to stir under a nitrogen atmosphere for 16 h at room temperature. The reaction was quenched by adding cold water and then extracted with ethyl acetate for three times. The organic phase was dried over Na_2SO_4 , concentrated in vacuum and purified by chromatographic column on silica gel, giving AMF1 α as a light yellow solid.

^1H NMR (400 MHz, CDCl_3): δ 7.33 (d, J = 6.8 Hz, 1H), 7.09-6.92 (m, 5H), 4.35 (s, 2H), 3.88 (m, 2H), 2.86 (t, J = 6.4 Hz, 2H), 2.64 (m, 2H), 2.33 (s, 3H), 1.66 (m, 2H), 0.97 (t, J = 7.2 Hz, 3H) ppm; ^{13}C NMR (101 MHz, CDCl_3): δ 169.9, 159.4 (d, J = 247 Hz), 139.4 (d, J = 8 Hz), 137.0, 132.3 (d, J = 3.1), 131.2, 129.6, 127.9, 120.8, 119.9, 118.0 (d, J = 23.1 Hz), 115.8, 115.0 (d, J = 19.3 Hz), 50.5, 43.7, 31.6, 25.6, 20.4, 20.2, 11.2 ppm. HRMS (m/z): $[\text{M}]^+$ calcd. for $\text{C}_{20}\text{H}_{23}\text{FN}_2\text{O}_3\text{S}$, 390.1413; found, 390.1424.

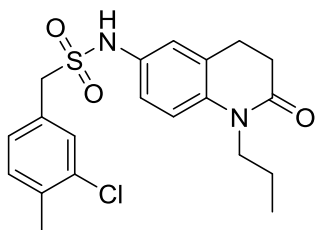

AMC1 β

6-amino-1-propyl-3,4-dihydroquinolin-2(1H)-one (a4, 1.0 g, 4.9 mmol), DMF (20 ml), K_2CO_3 (3 equiv) and (3-chloro-4-methylphenyl)methanesulfonyl chloride (b12, 5.9 mmol, 1.2 equiv) were sequentially added to a 50 ml flask. The mixture was allowed to stir under a nitrogen atmosphere for 16 h at room temperature. The reaction was quenched by adding cold water and then extracted with ethyl acetate for three times. The organic phase was dried over Na_2SO_4 , concentrated in vacuum and purified by chromatographic column on silica gel, giving AMC1 β as a light yellow solid. b6 as the starting material of b12 contains 2-Cl isomer about 25-35%.

^1H NMR (400 MHz, CDCl_3): δ 7.39-7.32 (m, 1H), 7.25-6.88 (m, 5H), 4.28 (m, 2H), 3.89 (m, 2H), 2.86

(m, 2H), 2.66 (m, 2H), 2.32 (s, 3H), 1.67 (m, 2H), 0.99 (t, $J = 7.2$ Hz, 3H) ppm; ^{13}C NMR (101 MHz, CDCl_3): δ 169.9, 137.0, 136.7, 135.3, 134.6, 133.4, 131.3, 129.5, 128.1, 126.9, 120.7, 119.8, 115.7, 57.0, 43.8, 31.6, 25.6, 20.7, 20.0, 11.3 ppm. HRMS (m/z): $[\text{M}]^+$ calcd. for $\text{C}_{20}\text{H}_{23}\text{ClN}_2\text{O}_3\text{S}$, 406.1119; found, 406.1128.

How the deposited data were processed for this re-analysis (not part of the article)

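RNA-seq was used to measure transcript levels in 3-week-old Col-0 Arabidopsis plants sprayed with 10 μM ABA, AMF1β or AMF4 or with DMSO, 6, 24 or 72 h after treatment. The table holds 29 libraries of 12 groups, named by compound, time and replicate. Samples taken before treatment and samples of the transgenic plants with drought-inducible PYL2 were not analysed here. The methods of the paper state duplicate biological replicates, and groups here hold 1 to 3 libraries, all of which were used. The sources do not say that libraries of a group came from separate sprays or pots, so p-values measure the spread between these libraries.

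The authors aligned the reads to TAIR10 with TopHat and computed FPKM values (fragments per kilobase of transcript and 1 M mapped fragments) with Cufflinks, and deposited these values. The submitters' processing notes name TopHat2, Cufflinks and TAIR10, and the versions are not given in the sources used here. The values of a library summed to 763464 to 1140081. They hold no read totals, and the relative depth of the libraries, from the steps between low values, ran from 0.457 to 1.96 times that of the median library. There were 0 per-sample columns that could not be assigned. No pair of libraries held identical values (0 pairs), the highest Pearson r of log2 values between libraries was 0.987, and the median within a group 0.977.

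From the deposited values log2(FPKM + 1) was computed. Genes at 1 FPKM or more in at least 2 libraries were tested, 18521 of the 33559 in the table. A model with a mean for each of the 12 groups was fitted to all libraries with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a trend of the spread with the mean (17 residual and 3.82 prior degrees of freedom). All tests by limma and camera were two-sided. Each compound was compared with DMSO and with the other compounds at the same time, and p was adjusted by the Benjamini-Hochberg method within each comparison. A DEG had an adjusted p under 0.05 and a fold change above 2 or below 0.5 on the log2(FPKM + 1) scale. The paper's thresholds are a fold change above 2 or below 0.5 of average levels and a false discovery rate under 0.05. Interactions, the difference between times of a difference between treatments, were tested in the same model with the same thresholds, and were added after seeing the data. Because the 72 h DMSO and ABA groups hold 1 library each, tests at 72 h assume that these libraries vary like the other groups.

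Genes named in the text are the genes the paper names, the 10 genes per direction and comparison with the largest log2 fold change among DEGs whose treated libraries all lie beyond all control libraries, where a symbol was at hand, and members of 24 fixed lists. The lists were ABA receptors, clade A PP2Cs, the genes the paper names at 3 days, dehydration and cold markers, LEA proteins, ABA-related transcription regulators, ABA synthesis, ABA catabolism, proline and raffinose metabolism, guard cell genes, plasma membrane aquaporins, light-harvesting and Rubisco small subunit genes, senescence and chlorophyll breakdown, jasmonate, salicylate and defence, xenobiotic detoxification, auxin, cytokinin, cell division, heat shock, circadian clock, and flower, shoot meristem and root markers. The 21 lists with 5 or more measured genes were tested with camera, at a correlation of 0.01 between genes and with an estimated correlation, adjusted over the lists of a comparison. Member counts are given over all genes and adjusted over the list alone. The gene ontology annotation behind the agriGO analysis was not used here, and process terms in the authors' table were tested by Fisher's exact test in its place. Symbols come from the authors' table and from the TAIR10.1 reference annotation, in which 32817 of the gene IDs were matched. No coordinates are given, because the authors' build and the reference differ in name.

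Overlaps of DEGs are counts of genes called in the same direction. Because comparisons with DMSO share control libraries, 100 sets of unchanged groups were simulated against the same controls, and the overlap of independent lists was computed from their sizes and the genes tested. The fit was tested on simulated data of the same design over 18521 genes, with 100 genes changed by 1.5 and 100 by 3 on the log2 scale. At 6 h it recovered 89% of the smaller changes for ABA, 91% for AMF1β and 86% for AMF4, at 24 h 90%, 86% and 85%, and at 72 h 49%, 70% and 71%. Of the larger changes it recovered 99% for each compound at 6 h, 98% at 24 h, and 95%, 96% and 95% at 72 h. It called 2 to 8 unchanged genes per comparison.

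The alternatives tried were log2(FPKM + 0.1), no filter on low values, a mean of at least 1 FPKM, median-of-ratios scaling, quantile normalization, a fit to the libraries of the same time only, no trend in the spread, fold changes of mean FPKM with and without the adjusted p, the DMSO libraries of 24 and 72 h together as the 72 h control, the replicate number as a block, other gene sets for the correlations and the persistence, and leaving out each library in turn. The joint removal of AMF4 6 h replicate 1 and DMSO 6 h replicate 3 was added after seeing the data. The alternatives were run on the 2 counts of interaction genes and on the interactions of the genes named with one, UGT74E2, RD29B, HAI1, RD26 and PYL2, apart from a fit to 1 time only, the joined DMSO libraries of 24 and 72 h and the fold changes of mean FPKM.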

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

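The interactions and the tests of the detoxification genes were chosen after the result was seen, and the splits of libraries were planned. The difference between AMF4 and ABA was not the same at 24 h as at 6 h for 457 genes by the interaction in limma (245 larger and 212 smaller), and the difference between AMF1β and ABA for 205 genes (177 larger and 28 smaller). Both counts depend on single libraries. The first became 137 without ABA 6 h replicate 1, 177 without ABA 6 h replicate 3, 254 and 253 without ABA 24 h replicates 1 and 3, 260 and 792 without AMF4 6 h replicates 2 and 3, and 70 and 196 without AMF4 24 h replicates 1 and 2. The second became 63, 428 and 88 without ABA 6 h replicates 1, 2 and 3, 96 without ABA 24 h replicate 3, 78 and 64 without AMF1β 6 h replicates 1 and 3, and 82 without AMF1β 24 h replicate 1. UGT74E2 changed with AMF4 by 6.38 more on the log2 scale at 72 h than at 6 h (SE 1.03, adjusted p = 0.0017 from limma).

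Some genes of xenobiotic detoxification, a group outside the genes the paper discusses, were higher with the AMFs at the later times. Of 20 measured genes, 4 were higher with AMF1β at 24 h (5 higher and 1 lower adjusted over the list alone), 2 with AMF4 at 24 h (2 adjusted over the list alone), 1 with AMF1β at 72 h, UGT74E2 (6 adjusted over the list alone), and 8 with AMF4 at 72 h (9 adjusted over the list alone). With ABA 2 were lower at 24 h (3 adjusted over the list alone), and the list was lower in camera (adjusted p = 2.71e-05, and adjusted p = 0.39 with an estimated correlation). With AMF1β the list was higher at 24 h (adjusted p = 0.000258, and adjusted p = 0.291 with an estimated correlation) and at 72 h (adjusted p = 2.38e-10, and adjusted p = 0.149 with an estimated correlation). At 72 h the list was higher with AMF4 in camera (adjusted p = 1.23e-08, and adjusted p = 0.168 with an estimated correlation). At 24 h the list was higher with AMF4 (adjusted p = 0.0442), a call lost without DMSO replicate 2 (adjusted p = 0.053), DMSO replicate 3 (adjusted p = 0.096) or AMF4 replicate 2 (adjusted p = 0.087), with a mean of at least 1 FPKM (adjusted p = 0.056), and with an estimated correlation (adjusted p = 0.483). GSTU1 (AT2G29490), a glutathione transferase, rose with AMF4 at 72 h by a log2 fold change of 3.68 (SE 0.53, adjusted p = 0.0013 from limma), and UGT73C1 (AT2G36750), a glucosyltransferase, by 4.47 (SE 0.60, adjusted p = 0.0006). GSTU24 (AT1G17170) was higher in AMF1β than in ABA at 24 h by 3.06 (adjusted p = 0.001). Against the single ABA library at 72 h, AMF4 was higher by log2 differences of 3.11 for GSTU1 and 3.47 for UGT73C1.

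Against the DMSO libraries of 24 and 72 h together, 10 genes were called higher with AMF4, 6 with AMF1β and 0 with the single ABA library. That control holds 3 libraries of 24 h and 1 of 72 h, so it mixes time with treatment and adds libraries. It cannot decide whether the single 72 h DMSO library is the source of the rise. The differences between AMF4 and ABA at 72 h given above do not use that DMSO library. The calls fell in 4 groups of unrelated sequence, namely glutathione transferases, CYP81D, UGT and OPR genes. Reads shared within a single group therefore cannot explain all of them. Reads shared between paralogs within each group were not tested and stay open. An effect of the AMFs that ABA lacks stays open and is a hypothesis, since in direct tests at 24 h 7 genes of the list were higher in AMF4 than in ABA (11 adjusted over the list alone) and 10 in AMF1β than in ABA (10 adjusted over the list alone). A fall with ABA is part of these differences: of the 7 genes 2 were also called higher with AMF4 than with DMSO and 2 lower with ABA, with medians of 0.95 with AMF4 and -0.95 with ABA, and of the 10 genes 4 and 1, with medians of 1.01 with AMF1β and -0.73 with ABA.

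Other splits of the same 6 libraries into 3 and 3 were fitted for each comparison with 3 libraries a side, 10 splits each, which are too few for a share under 0.05. The real split gave 1289 DEGs for ABA at 6 h and the highest other split 1, and for AMF1β 1105 and 0, for AMF4 1586 and 19. At 24 h these were 134 and 8 for ABA and 341 and 19 for AMF1β. Between compounds they were 94 and 11 for AMF4 and ABA at 6 h, 68 and 9 for AMF1β and ABA at 6 h, and 269 and 1 for AMF1β and ABA at 24 h. In each of these 8 comparisons 1 of the 10 splits, the real one, reached the real count. The other splits mix the 2 treatments within each group. A response then enlarges the spread within groups and shrinks the contrast. Low counts in the other splits follow from this and are not separate evidence. Between AMF4 and AMF1β at 6 h the real split gave 0 by limma, which all 10 splits reached. The highest other split gave 91, with AMF4 replicates 1 and 2 and AMF1β replicate 2 on one side, and the remaining splits gave 0 or 1. What sets these libraries apart was not tested.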

How the results depend on the processing

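The alternatives were planned, apart from the joint removal of AMF4 6 h replicate 1 and DMSO 6 h replicate 3 and those of the interactions, which were chosen after seeing the data. Leaving out 1 library kept the call of 645 of 756 gene values and 661 of 726 list tests, and the other alternatives that of 924 of 970 and 1218 of 1257. The genes and comparisons in this tally, those considered for the text, were settled after their values were seen. Counts and other summaries stayed within 1.5 times, or within their jackknife error, in 355 of 462 and 561 of 678 instances. That error holds nothing for the lone DMSO and ABA libraries at 72 h, which could not be left out. Relative depth differs between libraries and limits genes with low FPKM. The cause was not tested unless stated.

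With the fold change of mean FPKM alone and no adjusted p, which drops a criterion, the counts rose. DEGs of ABA, AMF1β and AMF4 against DMSO were 2554, 2271 and 3102 at 6 h, 1253, 1653 and 2500 at 24 h and 1330, 1418 and 2523 at 72 h. For AMF4 against ABA they were 1649, 1994 and 2348 at 6, 24 and 72 h, for AMF1β against ABA 1033, 1519 and 1194, and for AMF4 against AMF1β 1042, 1023 and 1541. The DEGs of ABA shared with an AMF were 1842, 827 and 810. Spearman's rho was 0.866 for AMF1β and 0.788 for AMF4 at 6 h, and 0.657 for AMF4 at 24 h. Of the genes higher with ABA at 6 h, 195, 437 and 489 were higher with ABA, AMF1β and AMF4 at 24 h and 190, 317 and 405 at 72 h, with 396 and 285 higher in AMF4 than in ABA and 352 and 192 in AMF1β than in ABA at 24 and 72 h. With that fold change and the same adjusted p, AMF4 against ABA at 6 h had 151 DEGs and rho for AMF4 at 72 h was 0.642.

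With no filter on low values, which tests more genes, DEGs were 78 for ABA at 24 h, 7, 11 and 167 for ABA, AMF1β and AMF4 at 72 h, 55 and 44 for AMF4 and AMF1β against ABA at 6 h, 175 for AMF1β against ABA at 24 h, and 77, 3 and 6 for AMF4 against ABA, AMF1β against ABA and AMF4 against AMF1β at 72 h. The shared DEGs were 54 at 24 h and 4 at 72 h, and 19 genes stayed higher with ABA at 24 h and 28 with AMF4 at 72 h. The interaction genes at 24 h were 266 for AMF4 and 116 for AMF1β against ABA, the latter with 78 among the genes higher with ABA at 6 h. With a mean of at least 1 FPKM, DEGs at 72 h were 1 for ABA, 6 for AMF1β and 3 for AMF4 against AMF1β, with 1 shared.

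With the libraries of the same time only, which leaves fewer samples, DEGs were 48 for ABA at 24 h, 2, 9 and 9 for ABA, AMF1β and AMF4 at 72 h, 15 and 17 for AMF4 and AMF1β against ABA at 6 h, 2 for AMF4 against AMF1β at 24 h, and 0 and 0 at 72 h for AMF4 against ABA and against AMF1β by limma. The shared DEGs were 44 (91.7%) at 24 h and 2 at 72 h. Of the genes higher with ABA at 6 h, 15 stayed higher with ABA at 24 h and 0 with AMF4 at 72 h, with 0 higher in AMF4 than in ABA. Of the gene lists 12 passed with AMF4 at 72 h.

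With log2(FPKM + 0.1), DEGs were 5 for AMF4 against AMF1β at 24 h, 3 for AMF1β against ABA and 17 for AMF4 against AMF1β at 72 h, and 110 genes were higher in AMF1β than in ABA at 24 h. AMF1β at 72 h had 5 DEGs with median-of-ratios scaling, 4 with quantile normalization and 6 with no trend in the spread. With quantile normalization AMF4 against AMF1β at 72 h had 6 DEGs, rho for AMF4 at 72 h was 0.634, and 7 genes were higher in AMF4 than in ABA at 72 h. With the DMSO libraries of 24 and 72 h together, DEGs at 72 h were 324 for AMF1β and 1063 for AMF4, rho for AMF4 was 0.691, 41 and 124 genes stayed higher with AMF1β and AMF4, and the jasmonate genes with AMF1β reversed their direction in camera (adjusted p = 0.826).

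Over all tested genes rho was 0.800 and 0.731 for AMF1β and AMF4 at 6 h, 0.430 and 0.519 at 24 h and 0.323 for AMF4 at 72 h, and over the DEGs of ABA 0.868 for AMF1β at 6 h. Among the genes higher with all 3 compounds at 6 h, which are fewer, the median at 24 h with AMF1β was 0.71 and at 72 h with ABA 0.27, 136 stayed higher with AMF4 at 24 h and 27 at 72 h, 75 and 7 were higher in AMF4 than in ABA at 24 and 72 h, and 47 in AMF1β than in ABA at 24 h. Among the genes higher with AMF4 at 6 h the median at 72 h was 0.14 with ABA and 0.12 with AMF4.

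The replicate numbers did not pair the libraries. Of the residual correlations between libraries with the same number, 5 of 18 at 6 h, 4 of 15 at 24 h and 0 of 2 at 72 h were over 0.1, and 4 of 12, 5 of 11 and 0 of 4 libraries were closest to one of their own number. With the replicate number as a block, 3 of 18 DEG counts moved by over 1.5 times, to 7 for AMF1β and 1 for AMF1β against ABA at 72 h and 35 for AMF4 against ABA at 6 h, rho for AMF4 at 72 h was 0.495, and 75 genes were higher in AMF4 than in ABA at 24 h. The block gave 197 interaction genes for AMF4 against ABA, 82 of them among the genes higher with ABA at 6 h. Of the calls given in the text, the block ended those of RAB18 with AMF4 at 72 h (adjusted p = 0.061), the interaction of HAI1 (adjusted p = 0.064) and the detoxification list with AMF4 at 24 h (adjusted p = 0.0707).

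Leaving out 1 library gave these ranges of DEGs. At 24 h they were 45 to 154 for ABA, 178 to 399 for AMF1β and 387 to 790 for AMF4, and at 72 h 3 to 26 for AMF1β and 55 to 285 for AMF4. At 6 h they were 18 to 364 for AMF4 and 23 to 188 for AMF1β against ABA and 0 to 128 for AMF4 against AMF1β. At 24 h these were 89 to 354, 63 to 410 and 0 to 13, and at 72 h 15 to 227, 1 to 14 and 3 to 80. The shared DEGs ranged from 38 to 90 at 24 h and from 0 to 2 at 72 h. The Spearman correlation with ABA for AMF4 ranged from 0.829 to 0.897 at 6 h, from 0.732 to 0.819 at 24 h and from 0.493 to 0.557 at 72 h, and for AMF1β at 24 h from 0.600 to 0.795. Genes that stayed higher at 24 h were 11 to 30 with ABA, 73 to 127 with AMF1β and 101 to 218 with AMF4, and at 72 h 0 to 1 with AMF1β and 15 to 51 with AMF4. Those higher in AMF4 than in ABA were 19 to 134 at 24 h and 2 to 19 at 72 h, and in AMF1β than in ABA 23 to 92 at 24 h. The interaction genes ranged from 70 to 792 for AMF4 and from 63 to 428 for AMF1β against ABA, and those among the genes higher with ABA at 6 h from 30 to 240 and from 44 to 223. From 4 to 9 gene lists passed with AMF1β at 72 h, and the detoxification genes in AMF4 against AMF1β at 72 h ranged from adjusted p = 6.65e-09 to 0.629, the latter with a reversed direction without AMF1β replicate 2.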

Differences from the paper's values

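The paper reports 302 DEGs with ABA at 3 days and 228 of them as DEGs with AMF1β or AMF4, and here limma gave 0 and 0 at 72 h (338 genes at an unadjusted p under 0.05 with ABA). The groups are unlike: the paper states duplicate replicates, and DMSO and ABA at 72 h hold 1 library each here, where the fit recovered 49% of simulated changes of 1.5 on the log2 scale and 95% of those of 3 with ABA. The paper's thresholds for these counts are a fold change above 2 or below 0.5 and a false discovery rate under 0.05. The tests are unlike as well, since the paper used Cufflinks for differential expression, and limma was used here. No alternative set before the data were examined brought either count to within 1.5 times the paper's. The count with ABA was 7 with no filter on low values, 1 with a mean of at least 1 FPKM, 2 with the 72 h libraries fitted alone and 1330 with the fold change of mean FPKM alone, and the count of shared genes was 4, 1, 2 and 810 under the same alternatives.

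The R² that the paper gives for ABA and the AMFs in its sentence on 3 days, 0.76 for AMF1β and 0.64 for AMF4, is set beside the squared Spearman correlation at 6 h as well, because the 6 h panels of Supplementary Fig. 4 carry the same values. For AMF1β at 6 h the paper's value is 0.76 and the value here 0.814. The fold change of mean FPKM alone (0.751), the DEGs of ABA as the genes (0.753) and leaving out AMF1β 6 h replicate 2 (0.778) come within the error of the paper's value, and the other alternatives set before the data were examined do not. For AMF4 at 6 h the paper's value is 0.64 and the value here 0.781. The fold change of mean FPKM alone (0.622) and leaving out AMF4 6 h replicate 3 (0.687) come within the error, and the other alternatives set before the data were examined do not. For AMF4 at 72 h the paper's value is 0.64 and the value here 0.355. No alternative set before the data were examined comes within the error there, and the highest was 0.477, with the DMSO libraries of 24 and 72 h together. The error is a jackknife over left-out libraries. The lone DMSO and ABA libraries at 72 h could not be left out, so the error is too small there. It does not exclude the paper's value. The caption of Supplementary Fig. 4 names a Spearman correlation coefficient (r), while the text and the panels print R². Unsquared, the values here are 0.902 for AMF1β and 0.884 for AMF4 at 6 h and 0.596 for AMF4 at 72 h, and at 72 h log2(FPKM + 0.1) (0.615), quantile normalization (0.634) and the fold change of mean FPKM with the same adjusted p (0.642) then come within the error of the paper's 0.64.

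The panels of Supplementary Fig. 4 give their own R² at the later times. For AMF1β at 24 h it is about 0.27 in Supplementary Fig. 4, read by eye, and the value here 0.528. Quantile normalization (0.438), the fold change of mean FPKM alone (0.369), all tested genes (0.185) and leaving out AMF1β 24 h replicate 2 (0.422) or 3 (0.360) come within the error, and the other alternatives set before the data were examined do not. For AMF4 at 24 h it is about 0.39 in Supplementary Fig. 4, read by eye, and the value here 0.581. The fold change of mean FPKM alone (0.432) comes within the error, and the other alternatives set before the data were examined do not. For AMF4 at 72 h it is about 0.26 in Supplementary Fig. 4, read by eye, and the value here 0.355. The replicate block (0.245) and leaving out AMF4 72 h replicate 2 (0.243) come within the error, and the other alternatives set before the data were examined do not. At 72 h the error again holds nothing for the lone DMSO and ABA libraries.

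Of the 11 genes the paper names as still strongly induced 3 days after AMF4, 6 had higher and 5 lower values than with DMSO at 72 h, and HAI1 and RAB18 passed over all genes by limma. MYB60, RD28, NCED3, SnRK3.10 and MPK3 had lower values with AMF4. With the DMSO libraries of 24 and 72 h together as the control, RD29B, LEA4-5 and P5CS1 were also called higher, and MYB60 and MPK3 lower. That control mixes time with treatment, so these calls do not decide the matter. NCED3 was called lower without AMF4 72 h replicate 2, and SnRK3.10 lower with quantile normalization.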

Other observations

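The tests on AMF4 6 h replicate 1 and on PYL2 in the DMSO libraries, and the interactions, were chosen after the result was seen, and the gene lists were fixed earlier. Heat shock genes separated the AMFs from ABA at 24 h. Of 9 measured genes, 6 were higher in AMF4 than in ABA (6 adjusted over the list alone, adjusted p = 1.3e-07 from camera, and adjusted p = 0.0471 with an estimated correlation) and 5 in AMF1β than in ABA (6 adjusted over the list alone, adjusted p = 3.41e-06, and adjusted p = 0.119 with an estimated correlation). HSP70 (AT3G12580), a chaperone, was higher in AMF4 than in ABA by 1.61 (adjusted p = 0.0067), and lost the call without AMF4 replicate 1 (adjusted p = 0.081) or replicate 2 (adjusted p = 0.099). Some jasmonate genes changed at 6 h. Of 23, 5 were higher and 1 lower with ABA (7 and 1 adjusted over the list alone), 10 higher with AMF1β (10 adjusted over the list alone) and 4 with AMF4 (4 higher and 1 lower adjusted over the list alone), with adjusted p = 0.000694, 4.61e-07 and 0.0783 from camera (0.415, 0.214 and 0.687 as adjusted p with an estimated correlation). VSP2 (AT5G24770), a vegetative storage protein, rose with AMF1β at 6 h by a log2 fold change of 4.40 (adjusted p = 0.0012). At 24 h 7 of the jasmonate genes were lower with AMF4 (8 adjusted over the list alone, adjusted p = 0.000107 from camera, and adjusted p = 0.315 with an estimated correlation), among them JAZ6 (AT1G72450), a repressor of jasmonate signalling (log2 fold change -1.34, adjusted p = 0.00085). A change of this list at 24 h was not particular to AMF4. It also passed camera at the preset correlation with ABA (adjusted p at most 0.0228 with 1 library left out). With AMF1β it passed too, a call lost without DMSO replicate 2 (adjusted p = 0.099 from camera). Neither call held with an estimated correlation. Of 17 salicylate and defence genes 2 were lower with ABA at 24 h (6 adjusted over the list alone, adjusted p = 6.89e-08, and adjusted p = 0.276 with an estimated correlation), among them PR1 (AT2G14610), a defence marker (log2 fold change -3.69, adjusted p = 0.008, and 0.052 without ABA replicate 3). The list was lower at 24 h with AMF1β as well, with 1 gene called (1 adjusted over the list alone, adjusted p = 0.00718 from camera, and adjusted p = 0.412 with an estimated correlation), a call lost without DMSO replicate 2 (adjusted p = 0.099) or AMF1β replicate 3 (adjusted p = 0.20), and with AMF4, with 1 gene called (2 adjusted over the list alone, adjusted p = 0.00699, and adjusted p = 0.422 with an estimated correlation), a call lost without DMSO replicate 2 (adjusted p = 0.053). PR1 had log2 fold changes of -3.12 with AMF1β (adjusted p = 0.011, and 0.057 without AMF1β replicate 3) and -1.85 with AMF4 (adjusted p = 0.13).

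Some light-harvesting and Rubisco genes were lower with AMF4 at 6 h. Of 22, whose near-identical copies may share reads, 5 were lower with AMF4, 1 with ABA and 1 with AMF1β (the same adjusted over the list alone, adjusted p = 7.04e-06 for AMF4 from camera, and adjusted p = 0.437 with an estimated correlation), among them RBCS1B (AT5G38430) with a log2 fold change of -2.10 (adjusted p = 0.00029). At 24 h the list passed camera at the preset correlation with both AMFs. With 1 library left out its adjusted p from camera was at most 0.000817 with AMF1β and 0.0471 with AMF4. Neither 24 h call held with an estimated correlation. A change of this list is thus not particular to AMF4 or to 6 h. Of 13 plasma membrane aquaporins 4 were lower with AMF4 at 6 h (4 adjusted over the list alone, adjusted p = 0.0471, and adjusted p = 0.62 with an estimated correlation), and the list's call was lost without DMSO replicate 1 (adjusted p = 0.15), DMSO replicate 2 (adjusted p = 0.091) or AMF4 replicate 3 (adjusted p = 0.19), and with median-of-ratios scaling (adjusted p = 0.061), quantile normalization (adjusted p = 0.20) or the 6 h libraries fitted alone (adjusted p = 0.095). Cytokinin response genes numbered 8, of which 2 were lower with each compound at 6 h (3 adjusted over the list alone, adjusted p at most 0.009, and 0.224 or more as adjusted p with an estimated correlation). ARR7 (AT1G19050), a response regulator, fell with ABA by a log2 fold change of -1.42 (adjusted p = 0.007). Cell division genes had medians of -0.52 with AMF1β and -0.53 with AMF4 at 24 h, with 0 of 12 called by limma (0 adjusted over the list alone, adjusted p = 0.000354 and 0.00205 from camera, and 0.291 and 0.377 as adjusted p with an estimated correlation). At 6 h, of 10 proline and raffinose genes 1 was higher with ABA, 4 higher and 1 lower with AMF1β and 4 higher with AMF4 (2, 4 and 1, and 4 adjusted over the list alone). Of 12 guard cell genes 2 were lower with ABA, 2 with AMF1β and 1 with AMF4, where 1 was higher (the same adjusted over the list alone), with medians above 0 (0.22, 0.13 and 0.06), means below it (-0.14, -0.19 and -0.18) and adjusted p = 0.780 from camera with ABA (direction higher), 0.588 with AMF1β and 0.637 with AMF4 (direction lower). Of 9 auxin genes 1 was higher and 1 lower with ABA (the same adjusted over the list alone), of 12 clock genes 2 were lower with ABA and 1 with each AMF (the same adjusted over the list alone), and of 5 genes of ABA synthesis 1 was higher with ABA (1 adjusted over the list alone). Of 7 flower, 4 shoot meristem and 7 root markers, 1, 0 and 1 were measured and 0 were called by limma, and these lists were not tested. The change of PYL2 between 6 and 24 h, 3.36 with ABA, 3.71 with AMF1β and 3.04 with AMF4 relative to DMSO, did not pass the interaction test (adjusted p = 0.12, 0.15 and 0.17), and passed without DMSO 6 h replicate 3 (5.01, 5.36 and 4.69, adjusted p = 0.0029, 0.018 and 0.0050). Leaving out that replicate keeps DMSO replicates 1 and 2, whose PYL2 lay farthest from the treated libraries. The pass therefore does not separate the compounds from a difference between DMSO libraries.

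AMF4 6 h replicate 1 had 27731 genes above 0 where the highest other library had 23241, which argues against a lower depth alone, since fewer reads list fewer genes. AMF4 6 h replicate 2 had the same feature to a smaller degree: of genes silent in all libraries but itself it listed 10.6% of transposable element genes and 7.17% of protein-coding genes, where the remaining 27 libraries listed at most 4.67% and 2.11%. Genes that replicate 1 listed at 0.1 FPKM or more are not in that silent set, so these shares leave out genes listed in both. Replicate 2 had 1806 transposable element genes above 0, beside 3160 in replicate 1 and 964 in DMSO 24 h replicate 2, the next highest library. RNA of another tissue is argued against by the transposable element genes silent in the other 28 libraries, of which replicate 1 listed 76.7% where 50.6% of silent protein-coding genes were, a difference of 26.1 percentage points. Genomic DNA among the fragments stays open as a candidate explanation, as the listed transposable element genes had a median FPKM 1.226 times that of the listed protein-coding genes, although the methods state that the RNA was treated with DNase. No biological explanation was tested.

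PYL2 and the morning clock genes LHY and CCA1 (AT2G46830) varied among the 6 h DMSO libraries, and DMSO replicate 3 was low in each. On the log2(FPKM + 1) scale LHY was at 0.52 to 0.99 in the 9 treated libraries, near the 0.52 of DMSO replicate 3. DMSO replicates 1 and 2, at 4.85 and 3.54, were the libraries apart in LHY. CCA1 was at 2.30 to 3.04 in the treated libraries, between DMSO replicates 3 (1.70) and 2 (3.37). That DMSO replicate 3 is a library of treated plants is argued against by 49 ABA-responsive genes of the fixed lists, whose median differed by -0.2175 from the other DMSO libraries, where the ABA libraries differed by 1.22 to 1.69. Another time of day at sampling stays open as a candidate explanation: LHY and CCA1 ranged over at least 3.014 on the log2 scale within DMSO and RVE8 and PRR9 over 1.67 and 1.07, but the other 8 clock genes ranged over 0.10 to 0.55, so most of the clock genes do not show it. An effect of the compounds on PYL2 itself cannot be told apart from such a difference between DMSO libraries: all 9 treated libraries held less PYL2 than every DMSO library, and no library carries a sampling hour.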
